# A Comprehensive Approach to Sequence-oriented IsomiR annotation (CASMIR): demonstration with IsomiR profiling in colorectal neoplasia

**DOI:** 10.1186/s12864-018-4794-7

**Published:** 2018-05-25

**Authors:** Chung Wah Wu, Jared M. Evans, Shengbing Huang, Douglas W. Mahoney, Brian A. Dukek, William R. Taylor, Tracy C. Yab, Thomas C. Smyrk, Jin Jen, John B. Kisiel, David A. Ahlquist

**Keywords:** MicroRNAs, High-throughput nucleotide sequencing, Colorectal neoplasms, Gene expression profiling, Biomarkers

## Abstract

**Background:**

MicroRNA (miRNA) profiling is an important step in studying biological associations and identifying marker candidates. miRNA exists in isoforms, called isomiRs, which may exhibit distinct properties. With conventional profiling methods, limitations in assay and analysis platforms may compromise isomiR interrogation.

**Results:**

We introduce a comprehensive approach to sequence-oriented isomiR annotation (CASMIR) to allow unbiased identification of global isomiRs from small RNA sequencing data. In this approach, small RNA reads are maintained as independent sequences instead of being summarized under miRNA names. IsomiR features are identified through step-wise local alignment against canonical forms and precursor sequences. Through customizing the reference database, CASMIR is applicable to isomiR annotation across species. To demonstrate its application, we investigated isomiR profiles in normal and neoplastic human colorectal epithelia. We also ran miRDeep2, a popular miRNA analysis algorithm to validate isomiRs annotated by CASMIR. With CASMIR, specific and biologically relevant isomiR patterns could be identified. We note that specific isomiRs are often more abundant than their canonical forms. We identify isomiRs that are commonly up-regulated in both colorectal cancer and advanced adenoma, and illustrate advantages in targeting isomiRs as potential biomarkers over canonical forms.

**Conclusions:**

Studying miRNAs at the isomiR level could reveal new insight into miRNA biology and inform assay design for specific isomiRs. CASMIR facilitates comprehensive annotation of isomiR features in small RNA sequencing data for isomiR profiling and differential expression analysis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4794-7) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are crucial regulators of gene expression in plants and animals. Conventionally, a list curated by the miRNA database (miRBase.org) defines the unique sequences referred to as the canonical forms. However, accumulating evidence from deep sequencing suggests that miRNAs are heterogeneous in length and sequence, and the full array of isoforms is referred to as isomiRs [1].

Mechanisms governing the generation of isomiRs are not completely understood. For context, biogenesis of miRNA typically involves nuclear cleavage of primary miRNA into precursor miRNA, and cytoplasmic cleavage of pre-miRNA by Dicer into miRNA duplex [2]. The final products are 17–25 nucleotides in length, called mature miRNAs. Variants could originate from imprecise cleavage by Drosha or Dicer, generating sequences of different lengths [3]. Alternatively, isomiRs could arise from post-transcriptional modifications initiated by nucleotidyl transferase, which predominantly adds specific nucleotides to pre-miRNA or mature miRNA ends [4–6]. IsomiRs may vary from their canonical forms in both abundance and stability, and affect different downstream pathways [7, 8]. For detection, the widely used predesigned assays intended to detect canonical forms may variably quantify isomiRs.

Profiling miRNA at the isomiR level has been challenging for a few reasons. Hybridization based approaches such as northern blot, microarray, and PCR array are inefficient in differentiating highly similar sequences, limited in throughput, and require prior knowledge of the variant sequences. Although next generation sequencing (NGS) can interrogate sequences at single nucleotide resolution, current bioinformatic workflows typically summarize reads under miRNA names uninformative of variants. Several in silico tools support isomiR identification. However, among them there is a lack of consensus on isomiR classification. Methods based on sequence complementarity to precursor [9, 10], location of modified nucleotides [11, 12], pattern of modified nucleotides [13], or pre-defined isomiRs [14, 15] have been described depending on research interest or context, leading to incomplete isomiR identification and a lack of comparability. In this study, we take a unique approach by maintaining miRNA reads as independent sequences to preserve variants. Sequences are tested for comprehensive isomiR features through stepwise local alignments against canonical miRNA sequences and precursor sequences. Without relying on pre-defined isomiR sequences, this approach would thus allow unbiased and comprehensive identification of isomiRs.

As a test set of this comprehensive approach to sequence-oriented isomiR annotation (CASMIR) workflow, we demonstrate its application in identifying differentially expressed isomiR in colorectal neoplasia. Colorectal cancer (CRC) is the third most common cancer and the second most common overall cause of cancer death in the U.S. [16]. Numerous studies have investigated miRNA profiles in association with CRC via different assay platforms [17–19]; however, none has interrogated miRNA variants. Herein, we describe small RNA sequencing on 20 normal, 26 advanced adenoma and 35 CRC formalin-fixed paraffin-embedded (FFPE) tissue samples. We annotated global isomiR and identified differentially expressed isomiRs between disease and control groups. Last, as a proof-of-concept, we evaluated potential advantages of targeting isomiRs as CRC biomarkers, and conduct validation using quantitative reverse-transcription PCR (qRT-PCR) in an independent patient cohort including 30 normal, 20 advanced adenoma and 40 CRCs.

## Methods

### Comprehensive isomiR classification

To facilitate isomiR annotation, we introduced a novel classification to encompass all possible forms of variants (Fig. 1a and b). miRNA sequences are categorized into five mutually exclusive classes: 1) Canonical forms, which are reference mature miRNA sequences defined in miRNA database; 2) 5′ isomiRs, sequences with changes at 5′ end with respect to the canonical form; 3) 3′ isomiRs, sequences with changes at 3′ end; 4) polymorphic isomiRs, sequences with changes in-between the first and last nucleotides; 5) mixed type isomiRs, sequences with at least two of 5′, 3′, and polymorphic isomiR features. Five prime and 3′-isomiRs are further classified into three mutually exclusive classes: deletion, addition and variation forms. Deletion refers to nucleotide(s) loss at 5′ or 3′ ends. Addition refers to nucleotide(s) addition at 5′ or 3′ ends. Variation refers to non-template changes of 5′ or 3′ ends’ nucleotides. Variation could extend the original length with additional nucleotides. Addition isomiRs can be further classified into template or non-template forms, which refers to whether the additional nucleotides can be aligned to precursor sequences. In cases of mature miRNA with more than one precursor, if the additional nucleotide(s) can align with any of the precursors, the isomiR is assigned template form. If the additional nucleotide(s) do not match any of the precursors, the isomiR is defined non-template form. It is possible that addition isomiRs matching their precursor sequences could acquire the additional base(s) through non-template pathways; however, it is not possible to distinguish the true origin of the additional bases by bioinformatics analysis. Non-template isomiRs are likely generated primarily by modifications mediated via nucleotidyl transferase.

**Fig. 1:**
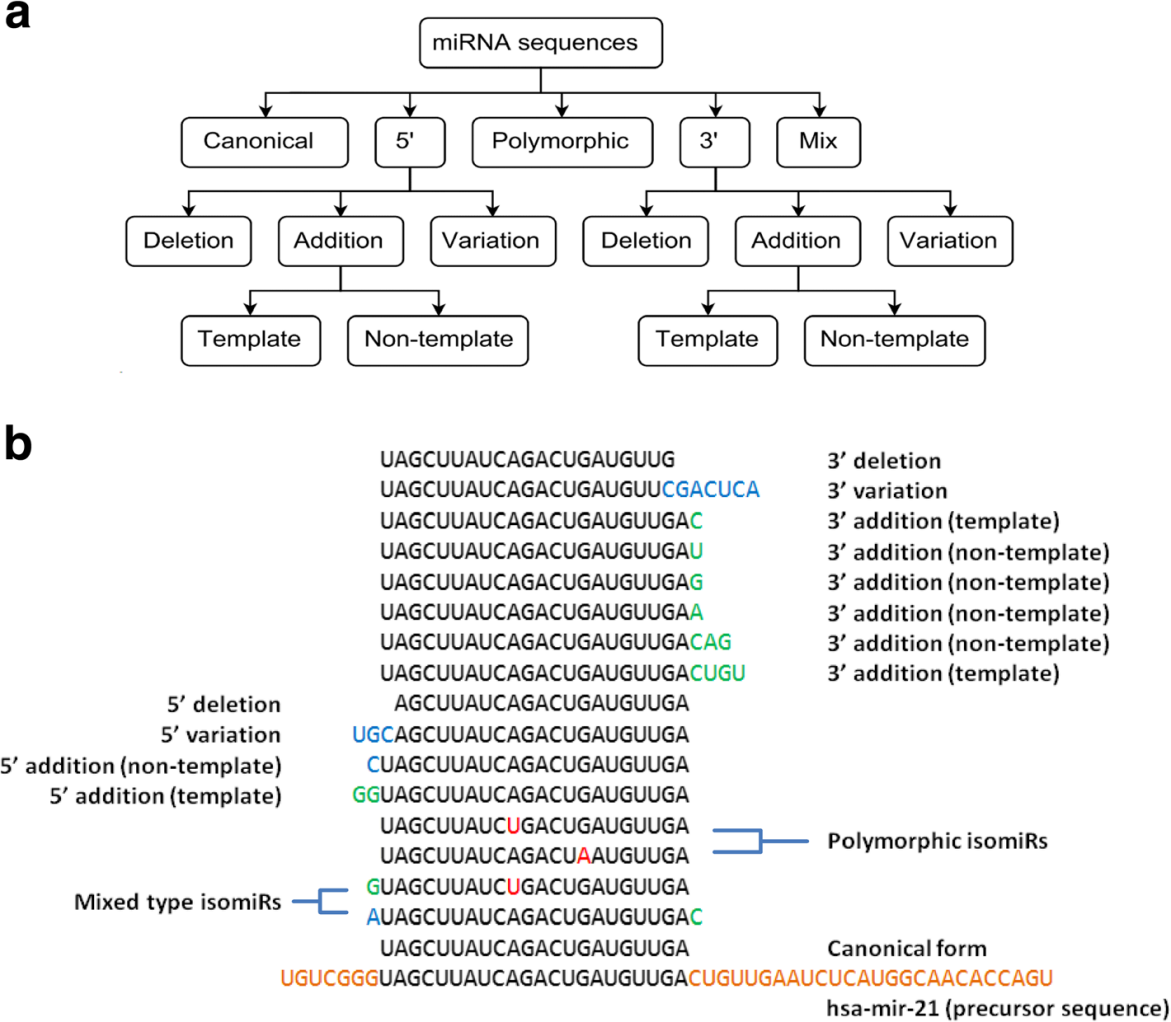
**a** Comprehensive isomiR classification. **b** illustration of different types of isomiR using hsa-miR-21-5p as an example

### Test sample sets and patient characteristics

Two independent sets of colorectal tissue samples were investigated. *Discovery set* included 20 normal colon, 26 advanced adenoma, and 35 CRC tissues. *Validation set* included 30 normal colon, 20 advanced adenoma, and 40 CRC tissues (Table 1). All tissues were formalin-fixed-paraffin embedded (FFPE) samples obtained from Mayo Clinic archives on patients seen between Sep 2007 and Aug 2013, and were reviewed by an expert gastrointestinal pathologist. All cancer and advanced adenoma tissues contain above 80% neoplastic cells. An effort was made to balance age and gender within each set. Patients with a family history of familial adenomatous polyposis or hereditary non-polyposis, previous colorectal surgery, or neo-adjuvant therapy were excluded. The study was approved by the Mayo Clinic Institutional Review Board.

**Table 1:** Patient Characteristics: *discovery and validation sets* for isomiR profiling

	Discovery set			Validation set		
	Normal Colon	Advanced Adenoma^b^	CRC	Normal Colon	Advanced Adenoma^b^	CRC
No. of cases	20	26	35	30	20	40
Age						
Mean ± SD	62 ± 5	62 ± 11	59 ± 10	61 ± 13	66 ± 11	70 ± 13
Gender, number (%)						
Female	9 (45)	13 (50)	17 (49)	15 (50)	6 (30)	22 (55)
Location, number (%)						
Proximal^a^		13 (50)	17 (49)		13 (65)	17 (43)
TNM stage, number (%)						
I			6 (17)			1 (3)
II			10 (29)			12 (30)
III			15 (43)			26 (65)
IV			4 (11)			1 (3)

^a^Proximal lesions include tumors at or proximal to the splenic flexure, and distal lesions are those distal to the splenic flexure

^b^Advanced adenoma includes 1) adenoma measuring ≥1 cm in the greatest dimension, with high-grade dysplasia, or with ≥25% villous histologic features, and 2) Sessile serrated adenoma ≥ 1 cm

### Small RNA sequencing

Small RNA sequencing was performed using the *discovery set*. Total RNA was extracted using RecoverAll Total Nucleic Acid Isolation Kit for FFPE (Thermo Fisher Scientific, Massachusetts, USA). A total of 500 nano-grams RNA per sample were used to prepare small RNA libraries using NEBNext Small RNA Library Prep Set following manufacturer’s guide (New England Biolabs, Massachusetts, USA). Number of cycles for PCR enrichment was adjusted based on initial library amount quantified by qPCR. Up to 24 different libraries were indexed and pooled in a single sequencing lane with randomization. The libraries were sequenced at 50 bp single-read mode on an Illumina HiSeq 2000 sequencing system (Illumina, California, USA). However, this workflow does not rely on sequencer-specific code and is compatible with other common sequencing platforms.

### Implementation of CASMIR

#### Trimming, normalization and size filtering

NEBNext adapter sequences were trimmed form the 50 bps Illumina HiSeq 2000 reads [20] (Additional file 1: Table S1). Small RNA reads were first scaled to total trimmed reads of the sample and further normalized across samples using a localized smoothing algorithm [21]. Following criteria were adopted: *1*) removal of sequence containing base(s) with quality score less than 30 presenting in more than 10 samples. This eliminates variants originated from sequencing artifacts. *2*) 17–25 nucleotides in length, which defines the typical sizes of miRNA; *3*) average read above 5; *4*) present in at least 50% samples of any pathology group (Fig. 2).

**Fig. 2:**
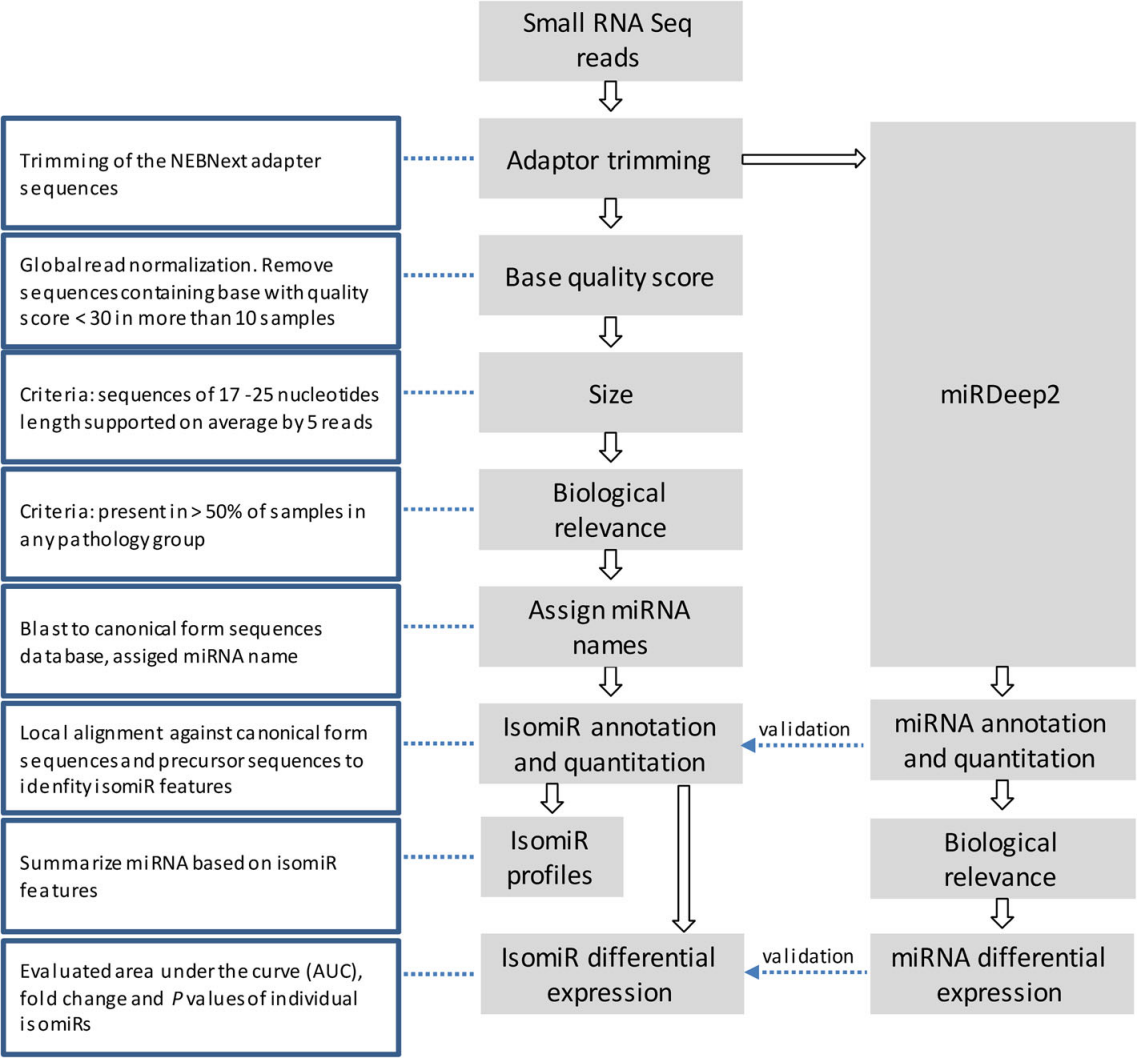
Schematic diagram of CASMIR workflow. miRDeep2 was used to validate annotation and differential expression based on the isomiR workflow

#### Assigning canonical form

Sequences were aligned to mature miRNA database version 21 (ftp://mirbase.org/pub/mirbase/21/) to identify their respective canonical sequences using our custom isomiR-BLAST alignment tool (https://github.com/jaredmevans/isomiR-BLAST). Alignment parameters included a word size of 13, gap open penalty of 5, gap extension penalty of 2, and required a forward strand match. Here, we adopted parameters consistent with the miRNA alignment in the miRDeep2 algorithm to facilitate subsequent comparisons with the miRDeep2 annotation. Instead of using short-read aligners such as BWA and Bowtie to interrogate the entire genome, custom blasting against targeted database can significantly reduce analysis runtime.

#### Local alignment to identify isomiR features

miRNA sequences were first compared to respective canonical forms based on Smith–Waterman algorithm of local alignment to identify mismatch and gap locations [22]. Five prime or 3′ additional forms were further aligned to precursor sequences to determine template or non-template form. Sequences were annotated with comprehensive isomiR features using the previously described classification. Scripts to implement this function are available at https://github.com/shengbing/IsoMIR-local-alignment-and-classification

### miRDeep2 workflow

In parallel, we ran miRDeep2, an established miRNA analysis pipeline which summarizes reads under mature miRNA names [20, 23]. Reads were scaled to total reads that can be aligned to miRNA and further normalized across samples using localized smoothing algorithm [21]. Two miRNA inclusion criteria were adopted: *1*) average reads above 10 and *2*) presence in at least 50% samples of any phenotypic group. Spearman r was used to evaluate correlation in reads between the two pipelines.

### Differential expression analysis

A sample size of 20 was based on detecting a minimum area under an receiver operating characteristic curve (AUC) of 0.75 above random classification (AUC = 0.5) between any two subgroups with 80% power assuming using a one-sided significance level of 5%. We used a Poisson regression model to estimate fold-change between groups with corresponding *P* values. A quasi-likelihood approach was used to adjust the Poisson regression model for over dispersion present in the data. AUC was estimated with test of significance based on the methods of DeLong, DeLong, and Clarke-Pearson [24]. Expression profiles of isomiR and miRNA, annotated by the isomiR workflow and miRdeep2, respectively, were ranked by AUCs for endpoints of colorectal cancer or advanced adenoma.

### Differentiation of isomiRs from canonical forms by qRT-PCR

To evaluate the advantage of targeting isomiRs as biomarkers, isomiRs and their canonical forms were tested by qRT-PCR in the *validation set*. Because qRT-PCR has limitations in differentiation of from highly similar canonical forms, custom assay designs and PCR condition optimization were required. For this process, we selected isomiRs for testing on the following considerations: *1*) isomiRs with AUC superior to respective canonical forms based on sequencing data, *2*) 3′ isomiRs, to allow specific qPCR assay design, and *3*) feasibility for the custom designed assays to differentiate the isomiR from canonical, as confirmed by empirical testing on synthetic RNA oligo (Additional file 2: Figure S1). For this third consideration, we adopted locked nucleic acid (LNA) platform with customization (Exiqon, Denmark). Details on oligo sequences and Exiqon assay numbers were provided (Additional file 3: Table S2). All qRT-PCR reactions were run on a LightCycler 480 System (Roche, Switzerland). Quantification cycle number (Cq) was analyzed using automatic baseline adjustment. AUCs were calculated using Graphpad Prism 6.0. All qRT-PCRs were performed by investigators who were blinded to samples’ clinical information.

## Results

### IsomiR profiling of colorectal epithelia

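Small RNA libraries of 20 normal, 26 advanced adenoma and 35 CRC tissues, all formalin-fixed and paraffin-embedded, were sequenced in single-read mode. The authors trimmed the adapters, ran miRDeep2 and deposited the number of reads counted on each mature miRNA name. The counts are whole numbers without normalization, and each sums all isomiRs that miRDeep2 assigned to the name. The table holds 2042 miRNAs in 120 libraries, and 433 of the miRNAs had a count of 0 in every library. The 81 libraries of the discovery set were matched to Table S1 by sample number and tissue. Total counts on miRNAs per library ranged from 120080 to 4575808 (median 3043655) in normal tissue, from 528551 to 3232365 (median 1250972) in advanced adenoma and from 192912 to 3247061 (median 2249553) in CRC. The raw reads of Table S1 ranged from 322705 to 7946362 per library. The counts on miRNAs, not the raw reads, set the depth of the values given for each miRNA. There were 4 libraries with fewer than 1000000 trimmed reads, 1 of normal tissue and 3 of CRC. They were kept, and the calls by edgeR and by AUC, the AUC correlations and the read totals were also computed without them. The filter used the thresholds of the paper's miRDeep2 workflow, applied to counts before scaling, whereas the paper describes them after its normalization. miRNAs were kept when their average count was above 10. A count of at least 1 was also required in a share of at least 0.5 of the libraries of any group. This left 426 miRNAs. For AUCs, counts were scaled to the total on miRNAs of the library and then normalized by cyclic loess on log2(value + 1), the localized smoothing that the paper's miRDeep2 methods call for. The 2 most similar libraries within a group of this set had a chi-square per degree of freedom of 47.4 over miRNAs, where counting the same library again would give a value near 1. Libraries were randomized over sequencing lanes, and neither the sample labels nor the paper's text gives the lane of a library, so no comparison within lanes was made.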

Small RNA sequencing on the 81 colorectal tissue samples generated 317 million total raw reads with an average read of 3.9 million per sample. We have shown previously that a read depth of ~ 4 million allowed identification of 100% of miRNAs with above 50 reads and 97% of miRNAs above 15 reads detectable by a 24 million read depth [20]. 

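The mean log10 of raw reads differed by −0.0127 between CRC and normal tissue (p = 0.875, two-sided permutation test, 100000 resamples), by −0.0166 between advanced adenoma and normal tissue (p = 0.825) and by 0.00389 between CRC and advanced adenoma (p = 0.948). Over all 3 groups, the Kruskal-Wallis statistic of raw reads was 4.96 (p = 0.0826 from permuted labels). The mean log10 of total counts on miRNAs was lower in advanced adenoma than in normal tissue by a difference of −0.246 (p = 0.0101, adjusted p = 0.0227 with Benjamini-Hochberg adjustment over 9 pairwise permutation tests). The total was below the median of normal tissue in 25 of 26 advanced adenomas. The difference was −0.0905 for CRC against normal tissue (p = 0.337, adjusted p = 0.506) and 0.155 for CRC against advanced adenoma (p = 0.0349, adjusted p = 0.0628), so neither passed an adjusted p of 0.05. The latter was 0.238 without the shallow libraries (p = 3e-05, permutation test, unadjusted) and 0.255 when medians were compared (p = 0.00036). For CRC against normal tissue these values were −0.0741 (p = 0.154) and −0.131 (p = 0.0103). The total was below the median of normal tissue in 31 of 35 CRCs. Relative to the trimmed reads of Table S1, counts on miRNAs per 100 trimmed reads were 62.3 ± 13.3 (SD, n = 20) in normal tissue, 38.8 ± 15.6 (n = 26) in advanced adenoma and 51.8 ± 10.8 (n = 35) in CRC. The difference from normal tissue was −23.5 in advanced adenoma (p = 3e-05, adjusted p = 0.00027, permutation test) and −10.5 in CRC (p = 0.00249, adjusted p = 0.00747). CRC exceeded advanced adenoma by 13.0 (p = 0.00031, adjusted p = 0.00139). These shares lay below the median of normal tissue in 25 of 26 advanced adenomas and in 33 of 35 CRCs. When medians were compared, the differences from normal tissue were −28.4 in advanced adenoma and −17.6 in CRC. Without hsa-miR-21-5p, the most abundant miRNA of the set, the difference between CRC and advanced adenoma was 6.39 (p = 0.0257, permutation test). Without hsa-miR-143-3p, an alternative chosen after the data were seen, the difference from normal tissue was −8.82 in advanced adenoma (p = 0.0222, unadjusted) and 0.667 in CRC (p = 0.782), so the lower share in CRC was no longer seen. The difference in log10 of the total between advanced adenoma and normal tissue was then −0.139 (p = 0.106). With hsa-miR-21-5p removed as well, also chosen after the data were seen, the share was again lower in CRC, by −4.05 (p = 0.0239, unadjusted). Without hsa-miR-21-5p alone, the difference between CRC and normal tissue was −15.2 (p = 3e-05, unadjusted). On average, hsa-miR-143-3p took 26.4% ± 16.0 (SD) of the counts in normal tissue, 8.15% ± 3.67 in advanced adenoma and 11.9% ± 9.04 in CRC. For hsa-miR-21-5p the share was 16.3% ± 11.6 in normal tissue, 19.7% ± 6.23 in advanced adenoma and 29.0% ± 9.19 in CRC.

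**Figure D1:**
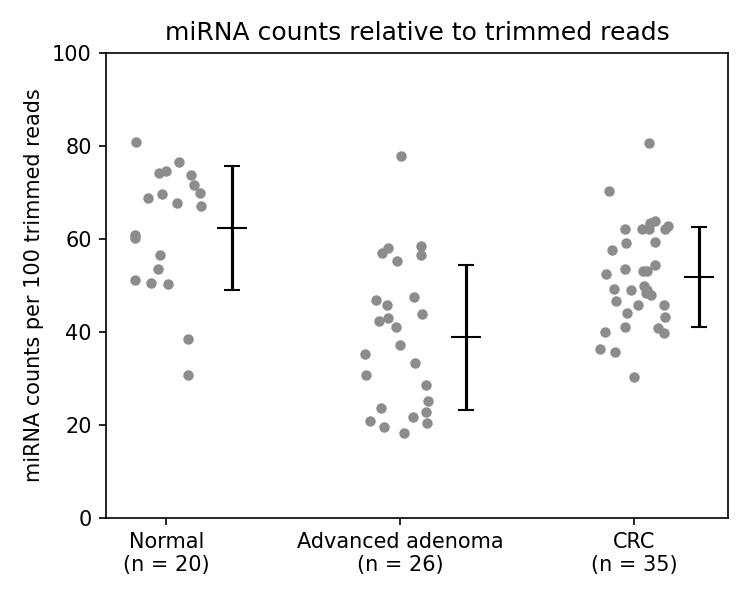
Counts on miRNAs per 100 trimmed reads of Table S1 (vertical axis) in each library of the 3 tissue groups of the discovery set (horizontal axis), with each group's mean and SD. Values ranged from 30.6 to 80.9 in normal tissue, from 18.1 to 77.9 in advanced adenoma and from 30.2 to 80.6 in CRC.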

No significant difference in average read count was found among disease groups. Among reads that met the filtering criteria (i.e. base quality score ≥ 30; 17–25 nucleotides in length; average read above 5; present in at least 50% samples of any group), there were 6568 unique sequences. Roughly 75% of the qualified reads were mapped to miRNA (Fig. 3a), comprising 2937 unique miRNA sequences. Based on all 81 samples, canonical forms account for 31% of total miRNA reads, while non-canonical isomiRs account for 69%. 3′ isomiR is the most predominant form of isomiR, contributing 60% of all isomiRs (Fig. 3b), and 66% of all 3′ isomiRs fell into the addition form (Fig. 3c). Sixty percent 3′ addition isomiRs are template forms, of which the additional nucleotides could be mapped to the parental precursor sequences (Fig. 3d). Based on nucleotide patterns, the addition of a single cytosine (C), uracil (U) and adenine (A) account for 43, 27 and 12%, respectively, of all 3′ addition isomiRs (Fig. 3e). Notably, miR-21-5p accounts for 89% of total 3′ addition C. IsomiR profiles based on global miRNA of pathology groups and miRNA arm features are shown in Additional file 4: Table S3 and Additional file 5: Table S4, respectively. 5′ isomiRs and polymorphic isomiRs are rare, accounting for only 2 and 1%, respectively, of total miRNA reads. The most frequent polymorphic change is C-to-U change (Fig. 3g). Polymorphic changes are almost absent in positions 9 to 12, and were distributed relatively evenly across the rest of the sequence (Fig. 3h). This pattern is consistent across pathology groups, and miRNA arm features (Additional file 6: Figure S2).

**Fig. 3:**
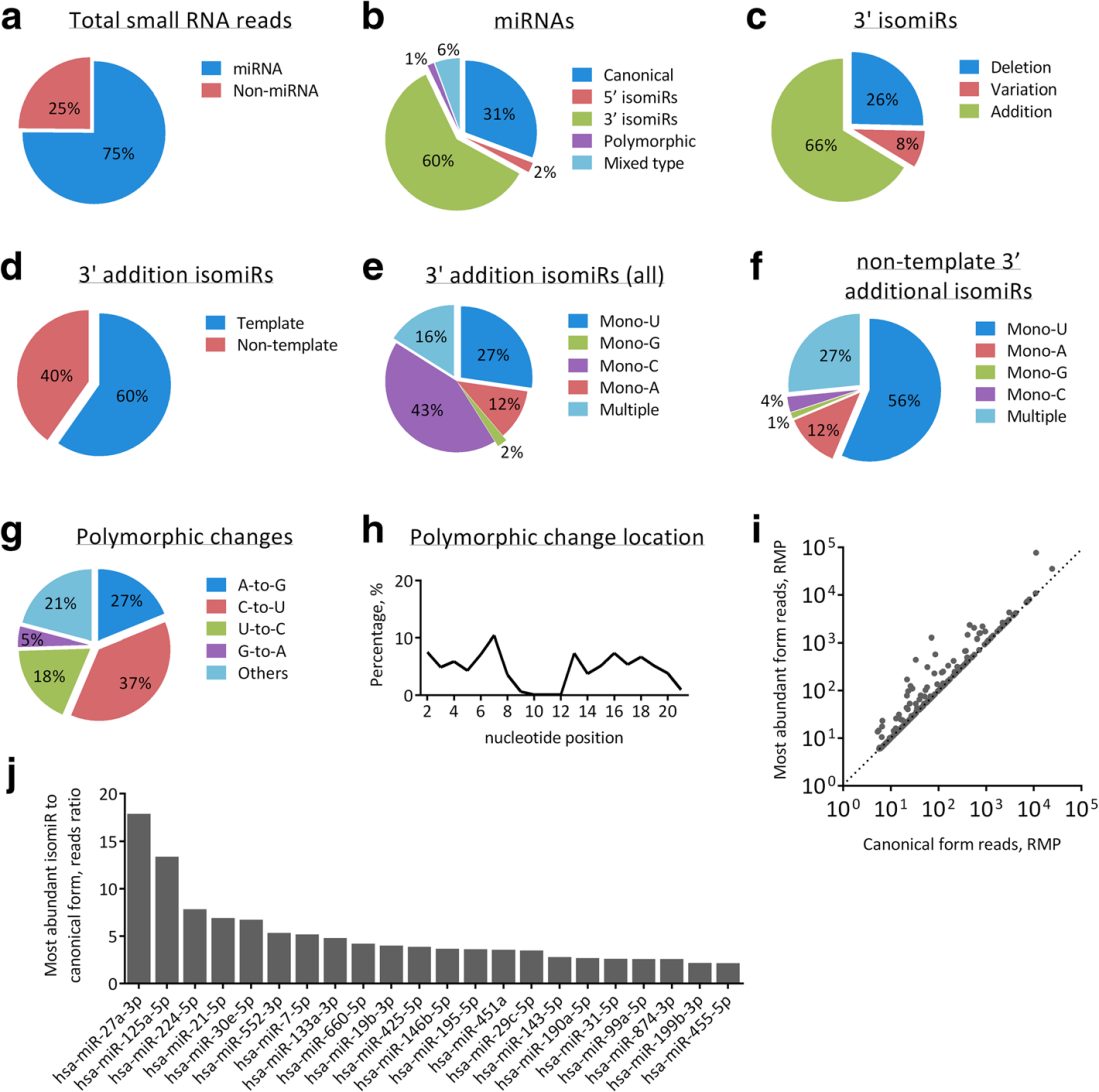
IsomiR profile of colorectal tissue. **a** miRNA reads among total mappable small RNA reads. **b** Canonical form and other isomiR among total miRNA reads. **c** Addition, deletion and variation forms among all 3′ isomiRs. **d** Template and non-template forms of 3′ addition form. **e** Additional nucleotide pattern of all 3′ addition form. **f** Additional nucleotide pattern of non-template 3′ addition form. **g** Polymorphic change nucleotide pattern. **h** Polymorphic change frequency based on nucleotide position as a percentage of total incidence. **i** Correlation in reads between the most abundant forms and canonical forms of each miRNA. Dots aligned on the diagonal line represent miRNAs whose canonical forms are also the most abundant forms. Otherwise, dots left to the diagonal line represent miRNAs with the most abundant forms being isomiRs. **j** miRNAs with highest ratios between the most abundant form reads to canonical form reads

#### Non-template addition forms of isomiRs

To identify the addition forms that are generated by post-cleavage modification instead of alternative cleavage, we examined isomiRs with non-template 3′ addition. As their additional nucleotides did not match the precursor sequences, they could only be generated by post-cleavage modification. The addition of single U and A are the most common, accounting for 56 and 12% of all non-template 3′ addition isomiR (Fig. 3f). When analyze based on arm features, nearly 73% of non-template 3′ addition isomiR among 3p arm generated miRNA demonstrate 3′ addition of single U, compared to only 25% with 5p arm generated miRNA (Additional file 5: Table S4).

#### Most abundant isomiRs

Based on all 81 small RNA libraries, the most abundant species is often a non-canonical isomiR (Fig. 3i). With some miRNAs, non-canonical isomiRs could exceed the canonical form by as much as 18-fold (Fig. 3j). Among them, read count of the most abundant isomiRs of miR-27a-3p (3′ deletion C), miR-125a-5p (3′ deletion GA), miR-224-5p (3′ addition U), miR-21-5p (3′ addition C), and miR-30e-5p (3′ addition CU) are 18, 13, 8, 7, and 7-fold higher than their respective canonical forms.

#### IsomiR annotation validation by reads counts and clinical characteristics

To validate the isomiR annotation, isomiR reads of each miRNA were summed and correlated with miRNA read quantified by miRDeep2. Reads identified by the two workflows correlate with Spearman *r* = 0.973 with statistical significance (*P* < 0.0001, Fig. 4a), indicating that the sequence criteria defined in this study were efficient in covering most isomiRs. 

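Table S8 lists the isomiRs of 23 miRNAs with their average reads, and the reads of its isomiRs were summed for each miRNA. Across these 23 miRNAs, the sums correlated with the mean miRDeep2 counts of the 81 libraries, scaled as for the AUCs, with Spearman r = 0.998 (bootstrap standard error 0.00123). Pearson r was 0.998 as well. For both, p = 1e-05 in a two-sided permutation test, the smallest that 100000 resamples can give. Spearman r was 0.997 in CRC libraries alone and 0.999 with counts scaled to trimmed reads. The correlation is across miRNAs, which are not independent replicates, and it covers the miRNAs of Table S8 rather than all that the paper annotated. From the correlation of the workflows (Fig. 4a), the paper concludes that its sequence criteria were efficient in covering most isomiRs.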

Users could make adjustment to the criteria according to the species interrogated. We also investigated the consistency of AUCs generated based on isomiR reads and miRDeep2 reads. 

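For the 23 miRNAs with isomiR AUCs in Table S8, the AUC for CRC against normal tissue was computed from the miRDeep2 counts. Across these miRNAs, it correlated with the paper's AUC of the canonical form with Spearman r = 0.937 (bootstrap standard error 0.0238) and Pearson r = 0.967. With the paper's AUC of the most abundant isomiR, Spearman r was 0.916 (standard error 0.0403) and Pearson r was 0.975. Each of these 4 correlations had p = 1e-05, the smallest value that 100000 permutations can give, and adjustment over the family leaves it unchanged. Normalization by TMM moved both Spearman coefficients most, to 0.889 for the canonical form and 0.868 for the most abundant isomiR. The AUC from miRDeep2 counts was above that of the canonical form for 22 of the 23 miRNAs, with a median of canonical minus miRNA AUC of −0.0600. It was above that of the most abundant isomiR for all 23. The scalings differ, since the paper scaled isomiR reads to trimmed reads and the counts here were scaled to the miRNA total. The AUC of hsa-miR-199b-5p, which was lower in CRC, also moved up, from 0.113 for its canonical form to 0.201. For that miRNA the shift is a weaker separation, so a higher AUC here does not by itself mean better discrimination.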

AUCs generated by canonical form (Fig. 4b) or the most abundant isomiRs (Fig. 4c) correlate with AUCs generated by miRDeep2 reads with Spearman *r* = 0.954 and 0.950, respectively, at statistically significantly levels (both *P* < 0.0001).

**Fig. 4:**
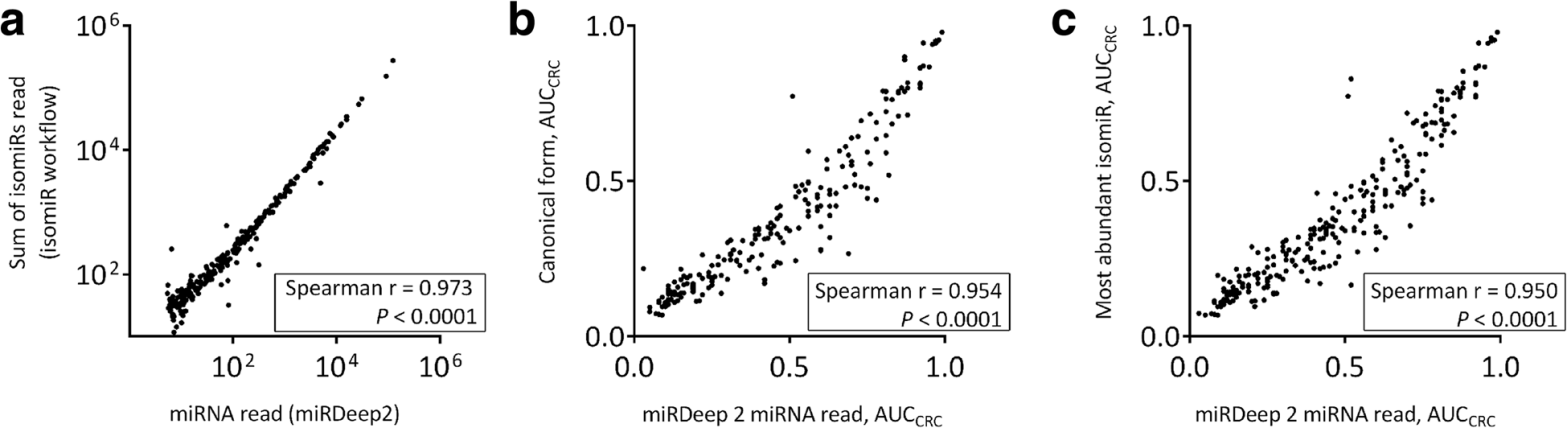
Validation of CASMIR annotation by miRDeep2 using read counts and AUC features. **a** IsomiR reads of each miRNA were summed and correlated with miRNA read quantified by miRDeep2. The two quantifications correlate significantly with spearman *r* = 0.973. Cancer AUCs generated by (**b**) canonical form reads, and **c** most abundant isomiR reads quantified by the isomiR pipeline correlate with AUCs generated by miRdeep2 reads with spearman *r* = 0.954 and 0.950, respectively, indicating the high consistency between the two workflows

### miRNA differential expression at isomiR level

We analyzed the 2937 unique sequences for differential expression between the normal and neoplastic groups. 

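Differential expression was computed here for mature miRNAs, since the deposited counts sum the isomiRs of each name. The 426 miRNAs were tested in 1 fit over the 3 groups with edgeR's quasi-likelihood test after TMM normalization. In CRC against normal tissue, 120 miRNAs were higher and 149 lower at a Benjamini-Hochberg adjusted p under 0.05. In advanced adenoma against normal tissue, 133 were higher and 158 lower. Leaving out the filter on low counts raised these numbers most. Of the 1537 miRNAs then tested, 215 were higher and 226 lower in CRC, and 235 higher and 283 lower in advanced adenoma. An average above 100 gave 69 higher and 81 lower in CRC, and 87 higher and 79 lower in advanced adenoma. With DESeq2's size factors and test, 263 of the calls in CRC and 280 of those in advanced adenoma were shared with the same direction.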

We defined downregulation as AUC < 0.2 and *P* < .01, and upregulation as AUC > 0.8 and *P* < .01 in differentiating neoplasm from normal. 

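By AUC under 0.2 and a quasi-Poisson p under 0.01, 61 of 426 miRNAs were downregulated in CRC and 96 in advanced adenoma. An average above 100, which left 221 miRNAs, moved these numbers most as a ratio, to 41 and 56. Scaling to trimmed reads without loess gave 80 in CRC and 140 in advanced adenoma. hsa-miR-145-5p had 22870 ± 19524 TMM-scaled counts per 1000000 counts of the library (CPM; SD, n = 20) in normal tissue, 6828 ± 8375 (n = 35) in CRC and 2972 ± 1469.8 (n = 26) in advanced adenoma. Its log2 fold change against normal tissue was −1.86 in CRC (standard error 0.34, adjusted p = 3.51e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −3.08 in advanced adenoma (standard error 0.38, adjusted p = 8.57e-11). In the values used for AUCs, it was below the median of normal tissue in 32 of 35 CRCs and 26 of 26 advanced adenomas. The largest fall in CRC among miRNAs with a mean of at least 100 counts was that of hsa-miR-133a, with a log2 fold change of −2.30 (standard error 0.41, edgeR adjusted p = 3.21e-06). Its AUC of 0.214 in CRC was not under 0.2, and reads of the closely related hsa-miR-133b can be divided between both names. hsa-miR-139-5p fell from 341 ± 205 TMM-scaled CPM in normal tissue to 88.0 ± 109.8 in CRC and 53.4 ± 28.2 in advanced adenoma, with AUCs of 0.101 and 0.0462. hsa-miR-195-5p fell from 403 ± 189 to 125 ± 85.7 in CRC and 106 ± 70.2 in advanced adenoma, and it lay below the median of normal tissue in all 35 CRCs and all 26 advanced adenomas. In advanced adenoma, the largest fall within the same limit of 100 counts was that of hsa-miR-99a-5p, with a log2 fold change of −3.35 (standard error 0.43, edgeR adjusted p = 1.79e-10), from 16925 ± 9801 to 1854 ± 2116 TMM-scaled CPM. hsa-let-7c followed with −3.20 (standard error 0.32, edgeR adjusted p = 2.89e-14). The spread of the normal tissues was large for several of these miRNAs, as the SD of hsa-miR-145-5p shows. hsa-miR-145-5p and hsa-miR-133a are on a list of smooth muscle and stroma miRNAs that was set before the data were examined. All 7 members of that list were lower in both neoplasms. A smaller amount of that tissue could contribute to these falls, so they cannot be assigned to the neoplastic cells.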

Among 2937 sequences, 631 and 1250 sequences were downregulated in CRC (Fig. 5a) and advanced adenoma (Fig. 5b), respectively. Meanwhile, only 144 and 131 sequences were upregulated in CRC and advanced adenoma (Additional files 7 and 8: Table S5 and S6), respectively. 

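By AUC over 0.8 and a quasi-Poisson p under 0.01, 51 of the 426 miRNAs were upregulated in CRC and 90 in advanced adenoma. These numbers were 38 and 36 when scaled to trimmed reads without loess. The largest rise in CRC among miRNAs with a mean of at least 100 counts was that of hsa-miR-1246, from 21.1 ± 22.9 TMM-scaled CPM (SD, n = 20) in normal tissue to 434.7 ± 623.7 (n = 35) in CRC, with 88.4 ± 72.3 (n = 26) in advanced adenoma. Its log2 fold change in CRC was 4.38 (standard error 0.51, adjusted p = 4.04e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its AUC in CRC was 0.937, but its quasi-Poisson p of 0.0164 left it outside the 51. It was called upregulated when scaled to trimmed reads without loess and with edgeR's adjusted p under 0.01 as the p-value. hsa-miR-135b-5p rose from 22.7 ± 13.2 in normal tissue to 375 ± 309.6 in CRC and 356 ± 300.3 in advanced adenoma. Its log2 fold changes were 3.95 in CRC (standard error 0.42, edgeR adjusted p = 7.96e-13) and 3.90 in advanced adenoma (standard error 0.43, edgeR adjusted p = 8.08e-13). It exceeded the median of normal tissue in 34 of 35 CRCs and all 26 advanced adenomas. hsa-miR-552 rose from 111 ± 106 to 1291 ± 1261 in CRC and 774 ± 621 in advanced adenoma. hsa-miR-96-5p rose from 16.4 ± 11.7 to 151 ± 107 in CRC and 152 ± 111 in advanced adenoma. For hsa-miR-96-5p, hsa-miR-182-5p and hsa-miR-183-5p, every CRC and every advanced adenoma lay above the median of normal tissue.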

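Of the miRNAs called by AUC, 54.5% were downregulated in CRC and 51.6% in advanced adenoma. Scaled to trimmed reads without loess, the scaling of the paper's isomiR workflow apart from its smoothing step, 67.8% and 79.5% were downregulated. With cyclic loess after that scaling, the shares were 55.0% and 50.8%. Scaled to the miRNA total without loess, the share was 51.1% in CRC and 37.7% in advanced adenoma. In the edgeR fit with TMM normalization, 55.4% of the calls in CRC and 54.3% of those in advanced adenoma were lower. With counts scaled to trimmed reads, 66.8% of the calls in CRC and 72.5% of those in advanced adenoma were lower. With library size as the only scaling, the share of lower calls in advanced adenoma was 40.9%. The median log2 fold change of all 426 miRNAs was −0.08 in CRC and −0.07 in advanced adenoma under TMM. It was −0.27 and −0.45 when scaled to trimmed reads, and 0.21 in advanced adenoma when scaled to library size. Changes of single miRNAs are relative to these medians. Each of the 81 libraries was also taken in turn as the reference library of TMM, an alternative chosen after the data were seen. The share of lower calls then ranged from 42.1% to 62.7% in CRC (median 50.2%) and from 43.1% to 56.9% in advanced adenoma (median 49.3%).

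**Figure D2:**
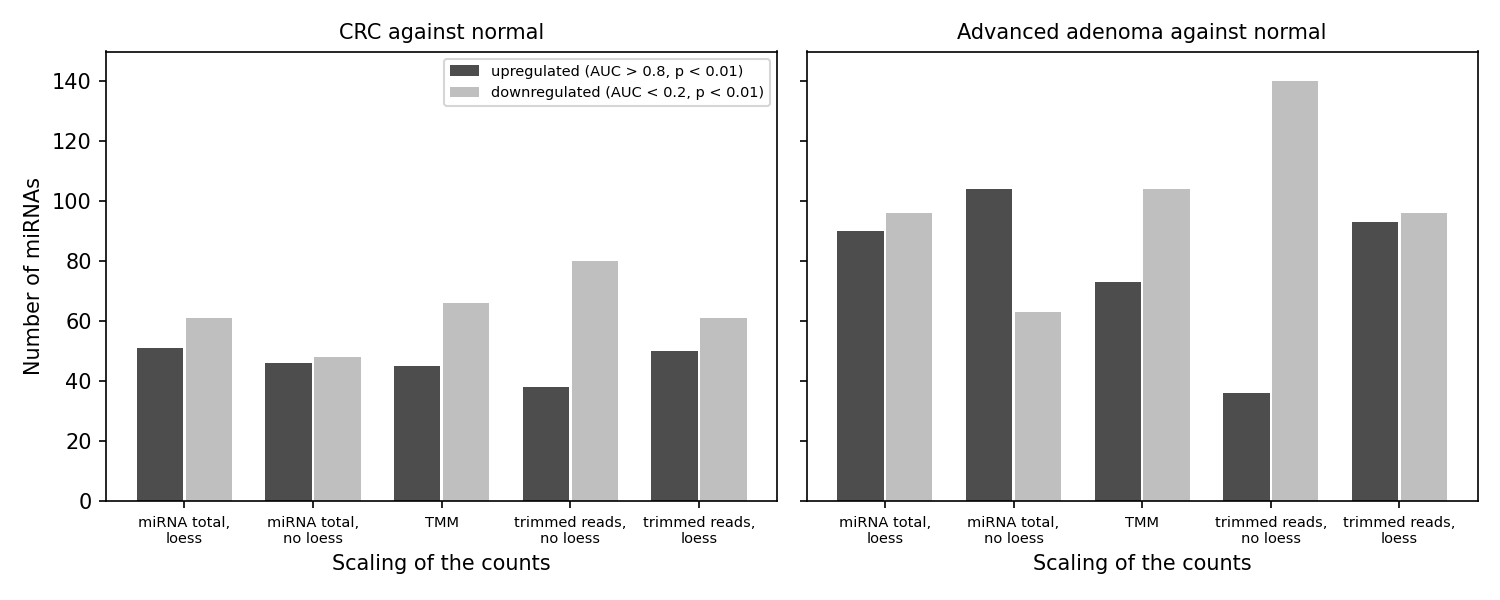
Numbers of miRNAs upregulated (AUC > 0.8, p < 0.01) and downregulated (AUC < 0.2, p < 0.01) against normal tissue, for CRC and advanced adenoma, under each normalization of the counts. In advanced adenoma, 96 were downregulated and 90 upregulated with the miRNA total and cyclic loess, and 140 and 36 when scaled to trimmed reads without loess.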

The predominant downregulation of global miRNA expression in neoplasia is consistent with previous reports [25]. A majority of the upregulated isomiRs belong to miRNA families implicated in tumorigenesis including miR-17-92, miR-200, and miR-183 families. Among them, 58 sequences are consistently upregulated in both CRC and advanced adenoma (Additional file 9: Table S7), including isomiRs of hsa-miR-135b-5p, − 182-5p, − 183-5p, − 192-5p, −200b-3p, − 96-5p, −200a-3p, −200c-3p, and − 429. 

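The paper's lists of upregulated isomiRs name 6 miRNAs of the miR-17-92a family, 3 of the miR-183 family and 8 of the miR-200 family that were tested here. Those of the miR-17-92a family come from its list for CRC alone, and its list for advanced adenoma names none of them. All the miRNAs so named were higher in CRC and in advanced adenoma than in normal tissue, under each of the 4 scalings of the edgeR fit and with DESeq2. The lists were chosen on these samples, so this is not independent evidence, and the medians are over these members. The median log2 fold change of the miR-17-92a family was 1.63 in CRC (from 1.05 to 1.99) and 1.20 in advanced adenoma (from 0.62 to 1.24). The miR-183 family had medians of 2.84 and 2.78. For the miR-200 family the median was 1.33 in CRC (from 0.66 to 1.84) and 1.55 in advanced adenoma (from 1.31 to 2.12). Scaling to trimmed reads lowered the median of the miR-17-92a family in advanced adenoma to 0.87. Scaling to library size raised that of the miR-200 family to 1.87 in advanced adenoma and 1.45 in CRC. The adjusted p was under 0.05 in edgeR's quasi-likelihood test for every listed member except hsa-miR-200b-5p in CRC, with an adjusted p of 0.0549 and an AUC of 0.790. That member passed by library size, by upper quartile, when scaled to trimmed reads and with DESeq2, and 1 member of the miR-17-92a family did not pass in advanced adenoma when scaled to trimmed reads. Median AUCs in CRC and advanced adenoma were 0.934 and 0.862 for the miR-17-92a family and 0.872 and 0.942 for the miR-200 family. In the miR-183 family, AUCs were between 0.977 and 0.987 in CRC and between 0.985 and 0.992 in advanced adenoma. Other arms outside the lists, named after their values were seen, were also tested. hsa-miR-200c-5p, hsa-miR-17-3p and hsa-miR-18a-3p were higher in both neoplasms, with log2 fold changes of 1.70, 1.61 and 1.06 in CRC and 2.06, 1.13 and 0.67 in advanced adenoma (edgeR adjusted p at most 0.0273). hsa-miR-92a-1-5p rose in CRC (1.55, adjusted p = 0.000700) and did not pass in advanced adenoma (0.55, adjusted p = 0.241). In the paper's own Table S5, 78 of 144 upregulated isomiRs of CRC (54.2%) belong to these families. In its Table S6, 65 of 131 of advanced adenoma (49.6%) do, all of the miR-183 and miR-200 families. From the families of its upregulated isomiRs, the paper states that most belong to families implicated in tumorigenesis.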

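By AUC, 42 miRNAs were upregulated and 49 downregulated in both CRC and advanced adenoma. Both comparisons share the normal libraries, so groups without any effect were simulated against the same libraries in 100 draws. No draw gave a miRNA upregulated in both, and none gave a miRNA downregulated in both. The AUCs of the 426 miRNAs correlated between CRC and advanced adenoma with r = 0.850, against a median of 0.265 and a highest value of 0.382 in the simulation. The simulated groups were drawn around the mean of these same normal libraries, each miRNA independently. This left out the sampling error that both comparisons share through the normal libraries. The draws therefore cannot tell how much overlap or correlation the sharing alone would give. In both neoplasms, 18 were upregulated when scaled to trimmed reads without loess, 16 of them among the 42. In CRC, AUCs were 0.959 for hsa-miR-135b-5p, 0.924 for hsa-miR-200a-3p, 0.863 for hsa-miR-200b-3p, 0.841 for hsa-miR-200c-3p and 0.930 for hsa-miR-429. In advanced adenoma, they were 0.981, 0.983, 0.965, 0.944 and 0.973 for the same miRNAs. In CRC, hsa-miR-200b-3p and hsa-miR-200c-3p fell to AUCs of 0.799 and 0.791 when scaled to trimmed reads without loess, and hsa-miR-200c-3p was not called with edgeR's adjusted p under 0.01, its adjusted p being 0.0231. hsa-miR-192-5p had an AUC of 0.931 in advanced adenoma and 0.777 in CRC (95% confidence interval by DeLong 0.641 to 0.914), so it was upregulated by these criteria in advanced adenoma alone. Reads of hsa-miR-192-5p and the closely related hsa-miR-215 can be divided between both names.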

IsomiRs of a particular miRNA demonstrate a wide variation in AUC. Importantly, the most discriminant forms are often specific non-canonical isomiRs instead of the canonical forms (Fig. 5a and b).

**Fig. 5:**
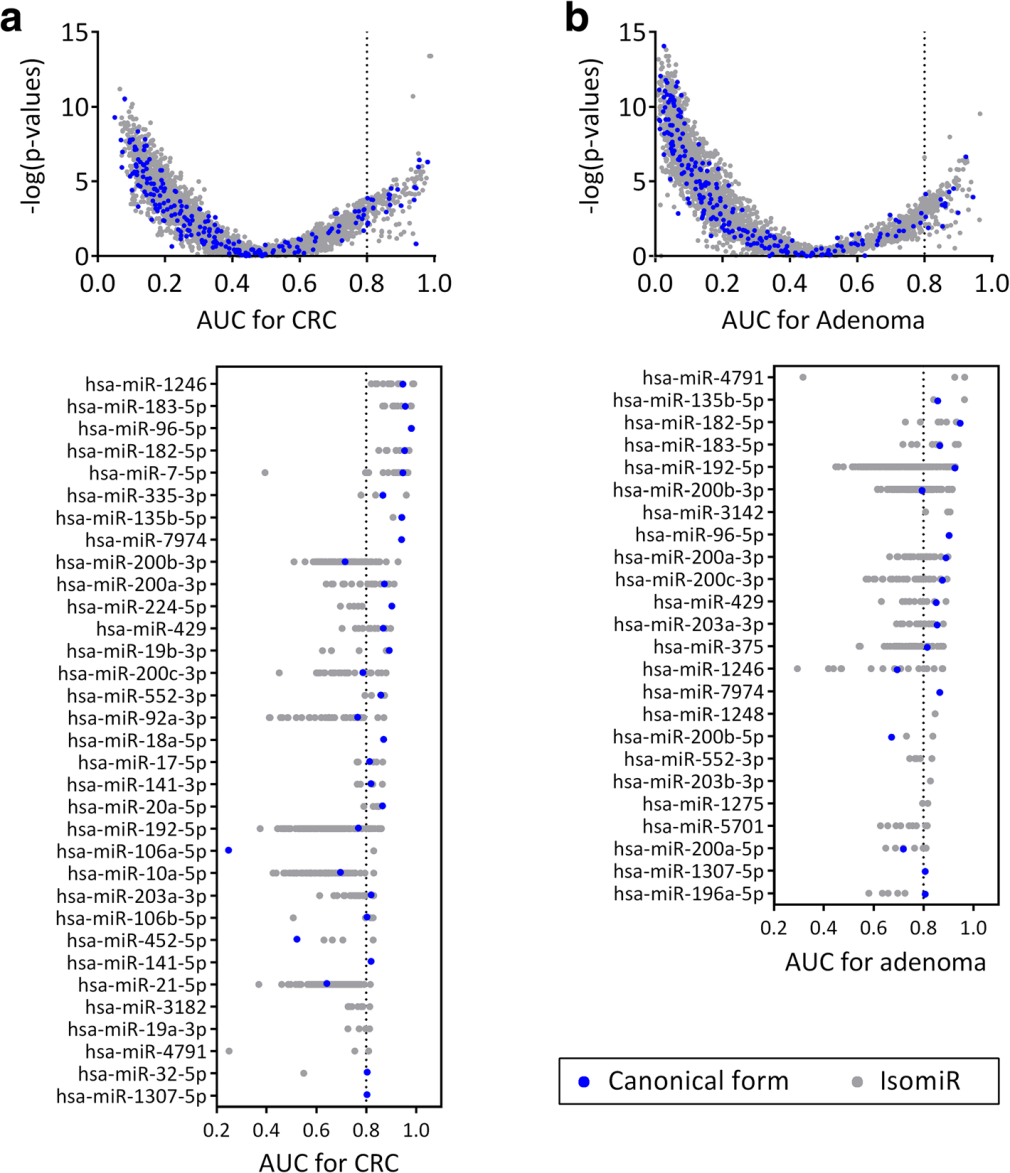
miRNA differential expression at isomiR level in colorectal neoplasia. Volcano plots of *P*-values against AUC demonstrated miRNA differential expression in (**a**) CRC and (**b**) advanced adenoma. Vertical dash lines indicate cutoff at AUC > 0.8 identifying those sequences with substantially unregulated expression. Lower panels indicate the AUC range of isomiRs among miRNAs with at least one isomiR with AUC > 0.8

### Comparison with TCGA data

Using the Cancer Genome Atlas (TCGA) dataset, Telonis et al. [10] identified differentially expressed isomiRs in 32 cancer types. Their analysis focused only on template form isomiRs using an in-house analysis pipeline. Nevertheless, among miRNA most specific to colon and rectal cancers identified in TCGA, 66% (59 canonical and non-canonical isomiRs belonging to 23 miRNAs) could also be identified in our colorectal cancer samples (Additional file 10: Table S8); 57 of these 59 were consistently found to be over-expressed in CRC compared to normal epithelia. 

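In the miRDeep2 counts, 22 of the 23 miRNAs of Table S8 had higher expression in CRC than in normal tissue, with a median log2 fold change of 1.02. The rise had an adjusted p under 0.05 for 18 of them in edgeR's quasi-likelihood test over all 426 miRNAs. Adjusted over the list alone, 19 passed. The list was chosen with the use of these samples, so the latter is not independent evidence. Over the alternatives, between 16 and 19 passed. hsa-miR-199b-5p was lower in CRC, with a log2 fold change of −1.03 (edgeR adjusted p = 1.1e-05) and an AUC of 0.201. Each count sums the template and non-template isomiRs of the miRNA.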

Since CASMIR is not limited to identifying template form isomiRs, Additional file 10: Table S8 shows comprehensive isomiRs of these 23 miRNAs identified by CASMIR in our dataset, including a total of 171 template isomiRs and 679 non-template form isomiRs.

### Targeting isomiRs by quantitative reverse-transcription PCR

We selected nine 3′ isomiRs with superior AUCs compared to their canonical forms in discriminating CRC and/or advanced adenoma from controls (Additional file 3: Table S3). 

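The canonical sequences of Table S2 were matched to the miRNA hairpins of the GENCODE annotation on GRCh38. All 6 selected isomiRs with an addition carry the base that follows in the hairpin, and the other 3 are deletions. hsa-miR-7-5p, UGGAAGACUAGUGAUUUUGUUGU, matched 3 hairpins. These are MIR7-1 on chromosome 9 (83969748 to 83969857, minus strand, in an exon of HNRNPK), MIR7-2 on chromosome 15 (88611825 to 88611934, plus strand) and MIR7-3 on chromosome 19 (4770670 to 4770779, plus strand, in an intron of MIR7-3HG). hsa-miR-17-5p, CAAAGUGCUUACAGUGCAGGUAG, lies at 91350618 to 91350640 on chromosome 13, in MIR17HG. hsa-miR-135b-5p, UAUGGCUUUUCAUUCCUAUGUGA, lies at 205448361 to 205448383 on the minus strand of chromosome 1, in an intron of LEMD1. hsa-miR-141-3p, UAACACUGUCUGGUAAAGAUGG, lies at 6964155 to 6964176 on chromosome 12, in an intron of MIR200CHG. hsa-miR-196b-5p, UAGGUAGUUUCCUGUUGUUGGG, lies at 27169528 to 27169549 on the minus strand of chromosome 7, in an exon of HOXA9. hsa-miR-200a-3p, UAACACUGUCUGGUAACGAUGU, and hsa-miR-200b-3p, UAAUACUGCCUGGUAAUGAUGA, lie on chromosome 1 at 1167916 to 1167937 and at 1167160 to 1167181, outside the annotated genes. hsa-miR-335-3p, UUUUUCAUUAUUGCUCCUGACC, lies at 130496162 to 130496183 on chromosome 7, in an intron of MEST. From the miRDeep2 counts, which sum canonical form and isomiRs, the AUC for CRC was 0.984 for hsa-miR-7-5p (95% confidence interval by DeLong 0.962 to 1) and 0.943 for hsa-miR-17-5p (0.885 to 1). It was 0.910 for hsa-miR-141-3p (0.835 to 0.985), 0.917 for hsa-miR-335-3p (0.846 to 0.988) and 0.783 for hsa-miR-196b-5p (0.663 to 0.902). For advanced adenoma, AUCs were 0.829 for hsa-miR-17-5p (0.700 to 0.958), 0.940 for hsa-miR-141-3p and 0.871 for hsa-miR-196b-5p. Scaled to trimmed reads without loess, the AUC for advanced adenoma fell to 0.642 for hsa-miR-17-5p and 0.735 for hsa-miR-196b-5p. Reads of hsa-miR-17-5p and hsa-miR-106a-5p, which are closely related in sequence, can be divided between both names.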

Pre-designed miRNA assays for canonical forms detected isomiRs in a non-specific manner. For instance, pre-designed hsa-miR-200a-3p assay primarily detect the canonical form but not its 3′ deletion U form (Additional file 11: Figure S3g); a pre-designed assay for hsa-miR-17-5p is more efficient in detecting 3′ addition U form using an annealing temperature (T_a_) above 64 °C (Additional file 11: Figure S3b). Upon optimization, we identified four isomiRs (hsa-miR-17-5p 3′ addition U, hsa-miR-21-5p 3′ addition C, hsa-miR-141-3p 3′ addition C, and hsa-miR-200b-3p 3′ addition C) which could be differentiate from their respective canonical forms through customized PCR conditions (Fig. 6c and Additional file 11: Figure S3b, c, and e). Differentiation of hsa-miR-21-5p 3′ addition C and hsa-miR-200b-3p 3′ addition C from their canonical forms were the most robust. In the *validation set*, all four isomiRs retained higher discrimination than their respective canonical forms based on triplicated experiments (Additional file 12: Table S9).

**Fig. 6:**
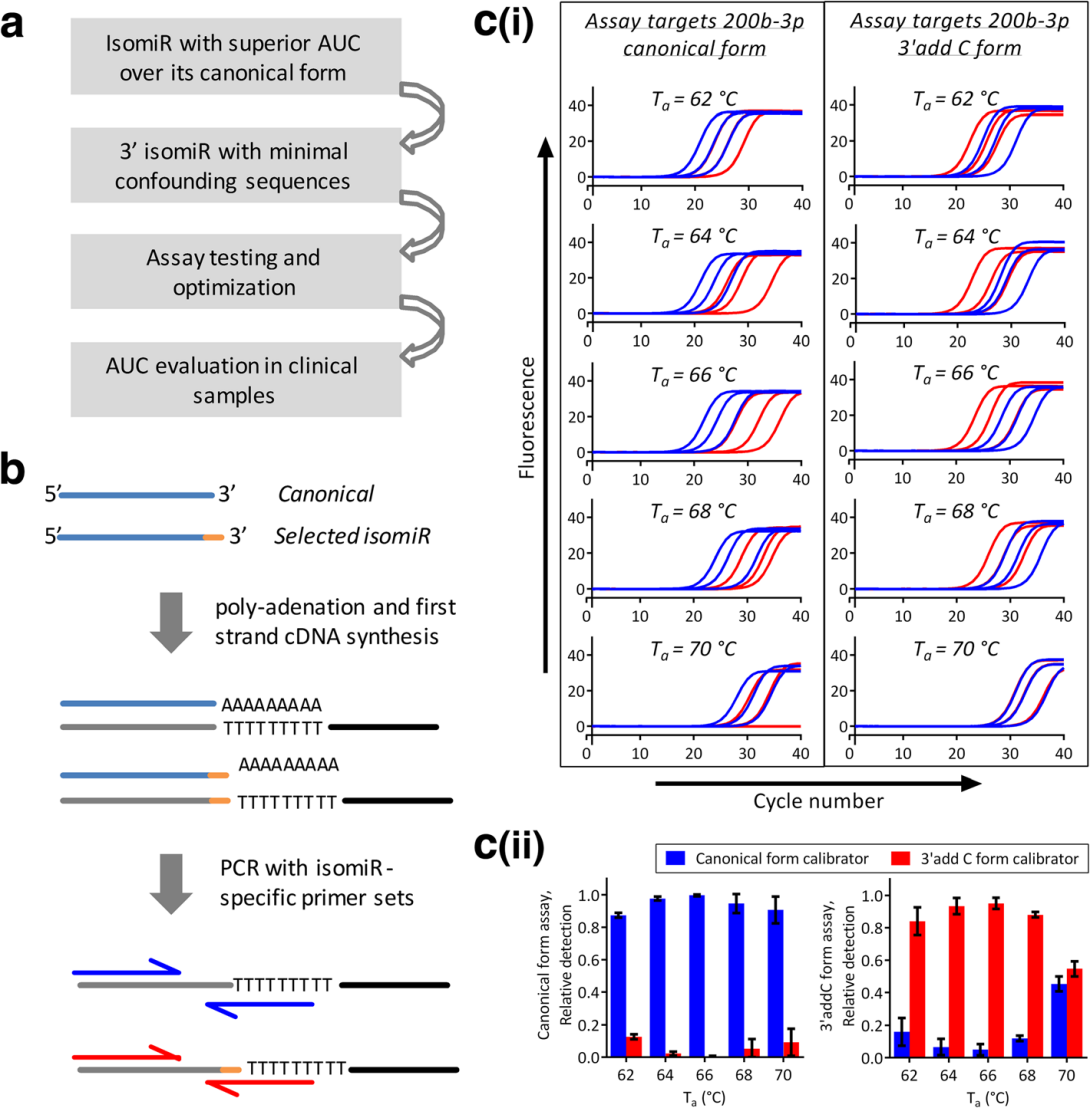
Differentiation of isomiRs from their canonical forms by qRT-PCR. **a** selection considerations. **b** Schematic diagram of assay design. Exiqon’s miRNA qRT-PCR assay involves polyadenylation at the 3′ end, rendering the assay high 3′ end specificity. Through optimizing qPCR conditions, they can differentiate 3′ isomiR from canonical forms. **c** Example on qPCR condition optimization: PCR annealing temperature (T_a_) testing for maximal differentiation between canonical form (hsa-miR-200b-3p) and its isomiR (3′ addition C form). **c i** Amplification of canonical form oligos (10^4^, 10^3^, 10^2^ copies; blue curves) and 3′ addition C form oligos (10^4^, 10^3^, 10^2^ copies; red curves) by assay targeting canonical form (left panel), and assay targeting 3′ addition C form (right panel), respectively, under various T_a_ (PCR profile refers to Additional file 2: Figure S1); **c ii** Summary of T_a_ testing, bar charts represent relative detection of canonical form oligos (red) and 3′ addition C form oligos (blue). Data represent mean ± s.d. of three data points based on the amplification of 10^4^, 10^3^, and 10^2^ copies of oligos

## Discussion

Our study aimed to address the current lack of consistency and comprehensiveness in annotating isomiRs in small RNA sequencing data. The CASMIR approach has two important features. First, it maintains isomiR reads as unique sequences to preserve mismatch features. While other tools summarize them under mature miRNA names, CASMIR characterizes mismatch features according to a structured classification to address the fact that each miRNA represents a diversity of sequences. As each sequence is unique, they can be used as identifiers to summarize data across large sample sets for statistical analysis.

Second, instead of limiting annotation to one or two isomiR features or pre-defined isomiR subsets, CASMIR identifies all isomiRs in small RNA sequencing data, facilitating summarization of global isomiRs in various contexts for analysis. In our *discovery set* consisting of 81 colorectal epithelial samples, we found that the 3′ addition is the most predominant isomiR form. Mono-uridylation is the most common 3′ end non-template modification and is more common in 3p-arm miRNAs. IsomiRs with polymorphic changes at the 5′ seed region are uncommon, accounting for less than 0.5% of all miRNA reads, indicating that many isomiRs may potentially affect the same downstream targets as their canonical sequences. Non-template form 5′ modifications appear to be rare.

A few factors could potentially affect the observed isomiR population. FFPE samples experience more extensive RNA degradation than fresh frozen samples. Previously, we showed that matched frozen and FFPE samples demonstrated a high consistency in global miRNA expression [26]. In this study, we observed a significant abundance of non-template addition isomiRs, which are very unlikely results of random degradation. Second, the ligation step in small RNA library preparation is known to bias against certain RNA-adapter secondary structures [27, 28]. Such bias is not dependent on terminal bases, therefore, might not affect the majority 5′ and 3′ isomiRs identification. We accessed data of independent samples from TCGA analyzed by an independent pipeline focused on template form isomiR and were able to observe a high reproducibility of the same isomiRs. Nevertheless, platform dependent bias in isomiR identification is not thoroughly addressed in this study and deserves further elucidation.

The biological significance of 3’end modifications has been nicely elucidated by others. Mainly, they modulate miRNA processing, stability, argonaute loading, and targeting effectiveness [4, 6, 29, 30]. We found that 3′ end mono-uridylation is much more abundant in miRNAs generated from 3p-arm than those from 5p-arm. This is consistent with in vitro findings that as Dicer prefers 2 nucleotides 3′ overhang in the precursor hairpin for processing [31], certain hairpins that has only one 3′ overhang nucleotide dependent on 3′ end mono-uridylation to gain the addition nucleotide for Dicer processing [30], resulting in a predominant mono-uridylation at the 3′ end of the 3p-arm generated miRNA.

Though their presence is well-established, isomiRs are often overlooked in functional studies due to the fact that the predominant modifications at 3′ end are not likely to alter the seed region at 5′ end [32]. However, as candidate biomarkers for detection, defining miRNA at the isomiR level could be of critical importance to optimizing diagnostic discrimination. The current miRBase lists one “mature sequence” per miRNA, which is usually the sequence with the highest coverage registered in the database according to species. Based on our findings, specific isomiRs are more abundant than the canonical forms; some exceed their canonical form by more than 10-fold. It is likely isomiR expression is dynamic. Tissues or cell-type isomiR profile could inform which isomiR is the most relevant. In the context of biomarker, findings from isomiR differential expression analysis were consistent with previous reports on upregulated miRNAs in CRC, including on hsa-miR-135b [19], − 21-5p [33], 92a-3p [33], − 7-5p [34], − 17-5p [35], − 182-5p [36, 37], − 183-5p [38], − 1246 (or U2 small nuclear RNA fragments) [39] and miR-200 family [40]. 

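Counts of the miRNAs named here were compared between CRC and normal tissue. hsa-miR-7-5p rose from 1793 ± 1151 TMM-scaled CPM (SD, n = 20) in normal tissue to 10355 ± 6970.3 (n = 35) in CRC, a log2 fold change of 2.46 (standard error 0.26). All 35 CRCs lay above the median of normal tissue. hsa-miR-17-5p rose from 317 ± 145 to 989 ± 521, a log2 fold change of 1.59 (standard error 0.24, adjusted p = 5.77e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 34 of 35 CRCs it was above the median of normal tissue. hsa-miR-92a-3p rose from 4363 ± 1358 to 9533 ± 4866, a log2 fold change of 1.05 (standard error 0.18, edgeR adjusted p = 1.71e-06), with 32 of 35 CRCs above the median of normal tissue. Its AUC was 0.901 (95% confidence interval by DeLong 0.814 to 0.989). hsa-miR-182-5p rose from 271 ± 180 to 1807 ± 1148, and hsa-miR-183-5p from 112 ± 73.8 to 856 ± 528. Reads under the name hsa-miR-1246 can come from U2 small nuclear RNA, as the paper states, and the counts do not separate the origins.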

Our analyses at the isomiR level further identified a rich and previously unseen layer of candidate sequences. We found that for a majority of these miRNAs, specific isomiRs are often more discriminant than their canonical forms. For instance, hsa-miR-21-5p, a widely studied miRNA upregulated in CRC, was more abundant and discriminant in its 3′ addition C form than in canonical form in colorectal epithelia. 

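hsa-miR-21-5p, UAGCUUAUCAGACUGAUGUUGA, lies on chromosome 17 of GRCh38 from 59841273 to 59841294, where the annotation places an exon of VMP1. The base that follows it in the hairpin is the C of its 3′ addition C form, UAGCUUAUCAGACUGAUGUUGAC. The deposited counts sum both forms. In TMM-scaled CPM, they were 143070 ± 100170 (SD, n = 20) in normal tissue, 159890 ± 59233 (n = 26) in advanced adenoma and 266040 ± 95981 (n = 35) in CRC. The log2 fold change in CRC was 0.86 (standard error 0.19, adjusted p = 7.28e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In advanced adenoma it was 0.12 (standard error 0.19, adjusted p = 0.611), which is less than the spread of the normal tissues. It was −0.30 there when scaled to trimmed reads. In the loess-normalized values used for AUCs, 24 of 26 advanced adenomas even so lay above the median of normal tissue. The AUC in CRC was 0.773 (95% confidence interval by DeLong 0.626 to 0.920), and 33 of 35 CRCs lay above the median of normal tissue. It was 0.813 with the miRNA total alone and 0.834 with TMM, and the miRNA was then called upregulated in CRC. The AUC in advanced adenoma was 0.631 (0.438 to 0.824), and 0.435 when scaled to trimmed reads without loess. In the paper's Table S2, the canonical form has 11216 average reads and an AUC for CRC of 0.639, and the 3′ addition C form 77546 average reads and an AUC of 0.719.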

Its superior performance as a biomarker was validated in an independent patient cohort using qRT-PCR. As many upregulated miRNAs in cancer have been implicated as biomarkers in distant media, it may be advantageous to target isomiRs with superior operating characteristics. Further applied clinical and translational research targeting such isomiR marker candidates is clearly indicated.

The majority 3′ end modification imposes challenge to their detection. Existing miRNA qRT-PCR assays, which are limited to proprietary methods, use either poly-adenylation or stem-loop reverse transcription [41]. Both methods generate elongated complementary DNA (cDNA) template from miRNA 3’end, rendering relatively higher specificity towards 3′ end sequence. Therefore, pre-designed assays intended for canonical forms are not specific to 3′ isomiRs. Others have also described the challenges of using qPCR based methods to detect isomiRs [42, 43]. We described an isomiR selection process and assay customization process to overcome some of these challenges. However, given the complexity of this process and its limitation in throughput and specificity, we suggest that a more practical approach for interrogation of a panel or the global isomiR profile would be through NGS and potentially by including molecular barcodes to improve specificity.

## Conclusions

IsomiRs are biologically relevant variants that significantly increase the existing miRNA repertoire focused on canonical forms. Studying miRNAs at the isomiR level, which has received little emphasis historically, could bring new biological insights and inform development of miRNA-based diagnostic assays. CASMIR is a stepwise approach for annotating and summarizing isomiRs in small RNA sequencing data. Depending on the intended application, CASMIR can be performed as a standalone workflow or alongside a standard miRNA pipeline such as miRDeep2 to support isomiR subtyping. We maintain CASMIR as an unpackaged tool to allow customized applications. CASMIR has potential to facilitate the study of miRNA through its unbiased and comprehensive identification of isomiRs.

## Additional files

Additional file 1: **Table S1.** Total reads and trimmed read pre sample. (XLSX 12 kb)

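Table S1 gives, for each library of the discovery set, the reads from the sequencer and the reads left after adapter trimming. Trimmed reads per library had a median of 4502178 in normal tissue, 3399788 in advanced adenoma and 4312861 in CRC. The mean log10 of trimmed reads differed by −0.0125 between CRC and normal tissue (p = 0.879, two-sided permutation test) and by −0.0167 between advanced adenoma and normal tissue (p = 0.825).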

Additional file 2: **Figure S1.** PCR condition optimization for the differentiation of isomiR from canonical form. (DOCX 163 kb)

Additional file 3: **Table S2.** Selected non-canonical form isomiRs with superior AUCs compared to their respective canonical forms. (XLSX 11 kb)

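Table S2 gives the average reads and the AUCs of 9 selected isomiRs and of their canonical forms. Set beside these, the AUC from the miRDeep2 counts of the whole miRNA was above the paper's AUC of the canonical form for all 9 miRNAs, in CRC by a median of 0.0940 and in advanced adenoma by a median of 0.226. The paper selected these isomiRs for AUCs above those of their canonical forms in the same samples, which favours such a difference. Scaled to trimmed reads without loess, the median difference was 0.0826 in CRC, and 0.120 in advanced adenoma, where 8 of 9 were above.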

Additional file 4: **Table S3.** Comprehensive isomiR profile based on pathology groups. (XLSX 15 kb)

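Table S3 gives the average miRNA reads of each pathology group, as the paper's isomiR workflow counted them. The paper's averages are 724213 in normal tissue, 348272 in advanced adenoma and 511565 in CRC, which are ratios to normal tissue of 0.481 and 0.706. In the miRDeep2 counts, the corresponding ratios were 0.530 in advanced adenoma and 0.757 in CRC for mean counts. They were 0.623 and 0.832 for counts per trimmed read.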

Additional file 5: **Table S4.** Comprehensive isomiR profile based on miRNA arm features. (XLSX 13 kb)

Additional file 6: **Figure S2.** Polymorphic change pattern. (DOCX 154 kb)

Additional file 7: **Table S5.** Most upregulated isomiRs in colorectal cancer. (XLSX 80 kb)

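The isomiRs of Table S5 belong to 33 miRNAs, of which 30 passed the filter on low counts. By AUC, 25 of these 30 were upregulated in CRC, with AUCs from 0.526 to 0.987 (median 0.906). In edgeR's quasi-likelihood test, 29 of the 30 were higher in CRC at an adjusted p under 0.05 over all 426 miRNAs, and 29 adjusted over the list alone. The list was chosen on these samples, so the latter is not independent evidence. The 5 that were not upregulated by AUC were hsa-miR-106a-5p (0.526), hsa-miR-10a-5p (0.766), hsa-miR-192-5p, hsa-miR-21-5p and hsa-miR-1246. hsa-miR-3182 and hsa-miR-4791 were below the filter, and hsa-miR-7974 was not analysed here.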

Additional file 8: **Table S6.** Most upregulated isomiRs in advanced adenoma. (XLSX 107 kb)

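The isomiRs of Table S6 belong to 24 miRNAs, and all 21 of these that passed the filter were upregulated in advanced adenoma, with AUCs from 0.908 to 0.992. All 21 were higher at an adjusted p under 0.05 in edgeR's quasi-likelihood test over all miRNAs tested, and all 21 adjusted over the list alone, which is not independent evidence for a list chosen on these samples. hsa-miR-3142 was below the filter.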

Additional file 9: **Table S7.** Commonly upregulated isomiRs in colorectal cancer and advanced adenoma. (XLSX 40 kb)

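The isomiRs of Table S7 belong to 15 miRNAs, of which 13 passed the filter. By AUC, 11 of the 13 were upregulated in CRC and all 13 in advanced adenoma. In edgeR's quasi-likelihood test, 13 were higher in both, over all miRNAs tested and adjusted over the list alone. As the paper chose the list on these samples, the count over the list is not independent evidence.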

Additional file 10: **Table S8.** Reproducibility of isomiRs identified in TCGA dataset using an independent pipeline and in our dataset using CASMIR. (XLSX 111 kb)

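Table S8 holds 850 entries, 171 of template form and 679 of non-template form, which are 837 different sequences within their miRNAs. The paper marks 59 of them as also found in TCGA, and gives 57 of these a fold change above 1. For the 20 miRNAs with 1 annotated hairpin, the miRDeep2 count was between 3.21 and 6.37 times the summed isomiR reads (median 4.30), and for the 3 with more than 1 hairpin between 4.08 and 5.66 times (median 5.09). The units differ, since the paper scales isomiR reads to trimmed reads and the counts were scaled to the miRNA total, so the size of the ratio is no measure of reads missed by either workflow.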

Additional file 11: **Figure S3.** Pre-amplification step annealing temperature optimization. (DOCX 704 kb)

Additional file 12: **Table S9.** AUCs in differentiating colorectal neoplasm from normal in *Validation set* using isomiRs. (XLSX 9 kb)

## Abbreviations

AUC: Area under a receiver operating characteristic curve
CASMIR: Comprehensive approach to sequence-oriented isomiR annotation
CRC: Colorectal cancer
FFPE: Formalin-fixed paraffin-embedded
miRNA: microRNA
NGS: Next generation sequencing
qRT-PCR: Quantitative reverse-transcription polymerase chain reaction
TCGA: the Cancer Genome Atlas

# Supplementary material for: A Comprehensive Approach to Sequence-oriented IsomiR annotation (CASMIR): demonstration with IsomiR profiling in colorectal neoplasia
**Source:** BMC Genomics. 2018 May 25;19:401. doi: 10.1186/s12864-018-4794-7
**Supplement:** Supplementary file 2 — Figure S1. PCR condition optimization for the differentiation of isomiR from canonical form.

**Fig. S1.** PCR condition optimization. Non-canonical form isomiR often differs from its canonical form by a single nucleotide. They could be difficult to differentiate by PCR. To improve assay specificity from the manufacturer’s standard protocol as shown in (*A*), a pre-amplification step of 10 cycles with high annealing temperature (T_a_) prior to signal acquisition cycles was used to enrich specific target (*B*). Pre-amplification T_a_ was determined by the detection of both selected non-canonical form and canonical form calibrators (10^4^, 10^3^, 10^2^ copies), T_a_ that can best differentiate selected non-canonical form from canonical form was adopted in subsequent testing on clinical samples.

# Supplementary material for: A Comprehensive Approach to Sequence-oriented IsomiR annotation (CASMIR): demonstration with IsomiR profiling in colorectal neoplasia
**Source:** BMC Genomics. 2018 May 25;19:401. doi: 10.1186/s12864-018-4794-7
**Supplement:** Supplementary file 6 — Figure S2. Polymorphic change pattern.

**Fig. S2** Polymorphic change frequency pattern. Polymorphic change frequency based on nucleotide position in (**a**) normal colorectal epithelia, (**b**) adenoma (**c**) CRC, (**d**) 3p arm miRNAs among all samples, and (**e**) 5p arm miRNA among all samples. y-axis indicates change at a certain nucleotide position as a percentage of total incidence of polymorphic change.

# Supplementary material for: A Comprehensive Approach to Sequence-oriented IsomiR annotation (CASMIR): demonstration with IsomiR profiling in colorectal neoplasia
**Source:** BMC Genomics. 2018 May 25;19:401. doi: 10.1186/s12864-018-4794-7
**Supplement:** Supplementary file 11 — Figure S3. Pre-amplification step annealing temperature optimization.

**Fig. S3** Pre-amplification step annealing temperature (T_a_) optimization. Optimizations of assays for (**a**) hsa-miR-7-5p and its 3'addition U form, (**b**) hsa-miR-17-5p and its 3'addition U form assay, (**c**) hsa-miR-21-5p and its 3'addition C form assay, (**d**) hsa-miR-135b-5p and its 3'deletion A form assay, (**e**) hsa-miR-141-3p and its 3'addition C form assay, (**f**) hsa-miR-196b-5p and its 3'deletion G form assay, (**g**) hsa-miR-200a-3p and its 3'addition U form assay, and (**h**) hsa-miR-335-3p and its 3'deletion C form assay. Bar charts represent relative detection of canonical form calibrators (red) and the selected non-canonical form calibrator (blue) by their respective assays. Cross-reactivity could be minimized by optimizing T_a_. Data represent mean ± s.d. of three data points based on the amplification of 10^4^, 10^3^, and 10^2^ copies of calibrators, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

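Small RNA sequencing of formalin-fixed paraffin-embedded colorectal tissue and of samples labelled normal blood was analysed from the table of read counts that the authors deposited. The table holds 120 libraries: 20 of normal tissue, 26 of advanced adenoma and 35 of CRC, which make up the paper's discovery set of 81, and 14 labelled sessile serrated adenoma (SSA) and 25 labelled normal blood, which the paper does not report on. The paper's Table 1 counts sessile serrated adenomas of a minimum size as advanced adenomas, so the group of 26 can include some. The labels give the blood libraries the same extraction method for fixed tissue as the others. The authors trimmed adapters, ran miRDeep2 and deposited 1 raw count per mature miRNA and library for 2042 miRNAs, without scaling or normalization. Isoforms are summed under each name, so isomiRs were not analysed here, and neither were the qRT-PCR data. No per-sample column was left out. Trimmed and raw reads per library were taken from Table S1, and isomiR values from Tables S2, S3 and S5 to S8.

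The libraries were grouped by their labels and, for the discovery set, matched to Table S1. Total counts on miRNAs ranged from 115864 to 2390127 (median 816048) in SSA and from 2911214 to 10012095 (median 6313441) in normal blood, and those of the discovery set are given beside the results on its sequencing. Reads carry no molecular identifiers in the protocol described, so the counts are not numbers of independent molecules.

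Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The thresholds of the paper's miRDeep2 workflow were applied to counts before scaling. They were an average count above 10 over the libraries of the fit, and a count of at least 1 in a share of at least 0.5 of the libraries of any group. This filter left 426 miRNAs in the discovery set and 421 when SSA was included. CRC, advanced adenoma and normal tissue were compared in 1 edgeR quasi-likelihood fit (glmQLFit, glmQLFTest) with TMM normalization, with an adjusted p (Benjamini-Hochberg) under 0.05 as the threshold. SSA was compared in a fit over 4 tissue groups. The edgeR test gives no standard error. Those printed with its log2 fold changes are the absolute fold change divided by the square root of the F statistic, and they are approximate. Following the paper, miRNAs were called upregulated at an AUC over 0.8 and downregulated at an AUC under 0.2, with an unadjusted p under 0.01 from quasi-Poisson regression. The values were scaled to the miRNA total and normalized by limma's cyclic loess (method fast) on log2(value + 1). For single miRNAs, the same values gave the numbers of CRCs and advanced adenomas above or below the median of normal tissue. The numbers for CRC against advanced adenoma and for SSA were taken on TMM-scaled counts over the 4 tissue groups. Confidence intervals of AUCs are 95% intervals by DeLong's method. TMM-scaled counts per 1000000 counts of the library (CPM) were computed over all 120 libraries. The levels of blood cell miRNAs in blood and tissue were compared in counts per 1000000 without TMM scaling. Library totals and shares were compared with two-sided permutation tests with 100000 resamples.

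Each count of calls was compared with 100 splits of the same libraries into groups of the same sizes, the real split included. The overlap of CRC and advanced adenoma was compared with 100 draws of simulated groups without effect against the same normal libraries. These groups were drawn around the mean of those libraries, which leaves out the sampling error that both comparisons share. Marker lists of smooth muscle and stroma, epithelium, endothelium, red blood cells and white blood cells were tested with camera (preset correlation 0.01, and estimated correlation) and fry. Mature sequences of Table S2 were matched to the hairpins of GENCODE release 29 on GRCh38. The deposited table has no coordinates.

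The comparisons, the tests, most alternatives, the marker lists and the rule for naming miRNAs were chosen before the data were examined. The rule names every miRNA that the paper names in its text or shows in Figure 5 or Table S2, the marker lists, and for each comparison the 5 largest rises and the 5 largest falls in log2 fold change among miRNAs with an adjusted p under 0.05 and a mean of at least 100 counts. The alternatives so chosen were DESeq2's size factors and test, library size alone, upper quartile scaling, scaling to trimmed reads, no filter, an average above 100, only the groups compared in the fit, libraries with under 1000000 trimmed reads left out, and SSA added to the adenoma group. For AUCs they were the miRNA total without loess, TMM, scaling to trimmed reads with and without loess, and edgeR's adjusted p under 0.01 in place of the quasi-Poisson p. Taking each library in turn as the TMM reference, and leaving out shallow libraries with the reference kept, were added after the data were seen, as was the removal of hsa-miR-143-3p, alone or with hsa-miR-21-5p, from the read totals. So was a test in which every discovery library was thinned at random to 120080 counts, in 20 draws, with the reference kept.

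The analysis was tested on simulated counts drawn from the means and totals of the real libraries. Of 191 changed miRNAs that were tested, 99.0% were called, and 2.58% of the 194 calls were unchanged miRNAs. The median absolute error of the log2 fold change was 0.20. No call was made among 416 miRNAs in a simulated group without effect. By AUC, 92.5% of 80 miRNAs raised by over 1.5 in log2 were called, and 89.1% of 64 lowered by over 1.5. Of 225 unchanged miRNAs, 0 were called by AUC. Every simulated change was larger than some called in the real data, such as the −0.62 of hsa-miR-378a-3p in CRC. The miRNAs were also drawn independently, so these shares do not apply to smaller changes.

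Some limits apply to single miRNAs. Names were used as the table gives them, and some lack the arm (hsa-miR-1, hsa-miR-133a, hsa-miR-215, hsa-miR-552). For 414 of the 426 miRNAs the name matched a GENCODE hairpin, and 44 of these have more than 1 hairpin and hold 12.1% of the counts of the discovery set. Reads of miRNAs with equal or closely related sequences can be divided among their names, as for hsa-miR-199a-3p and hsa-miR-199b-3p, hsa-miR-365a-3p and hsa-miR-365b-3p, hsa-miR-17-5p and hsa-miR-106a-5p, hsa-miR-20a-5p and hsa-miR-20b-5p, hsa-miR-133a and hsa-miR-133b, and the miR-378 family.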

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

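The tests of other splits of the libraries, of blood in CRC against advanced adenoma and of smooth muscle and stroma in SSA were set before their results were seen. The tests of scaling and depth, of blood in SSA, of single libraries and of the blood label were chosen after.

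CRC and advanced adenoma differed from each other in 175 of 426 miRNAs, 101 higher and 74 lower in CRC, at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test of the difference itself. Of these, 166 also differed from normal tissue in either neoplasm. Among miRNAs with a mean of at least 100 counts, the largest rise was that of hsa-miR-1246, with a log2 fold change of 2.34 (standard error 0.41, edgeR adjusted p = 3.86e-06), above the median of advanced adenoma in 29 of 35 CRCs. Within that limit the largest fall was that of hsa-miR-320a, with −1.34 (standard error 0.24, edgeR adjusted p = 5.34e-06), below that median in 34 of 35 CRCs. Of 100 splits of the same libraries, 1, the real one, gave as many calls, and the largest other gave 8. Scaling alone is argued against, since at least 128 of the 175 calls were shared with the same direction under each of the other scalings and with DESeq2. Their balance did depend on it: 42.3% of the calls were lower in CRC under TMM, 17.0% when scaled to trimmed reads and 62.5% by library size. Blood left in the tissue is argued against as well. hsa-miR-451a reached 0.883% of its level in blood in CRC and 0.920% in advanced adenoma, and under TMM no miRNA of either blood list differed between the neoplasms at an adjusted p under 0.05 (1 of the red blood cell list did by library size, and 1 of the white blood cell list when scaled to trimmed reads). The amount of smooth muscle and stroma stays open. All 7 miRNAs of that list were higher in CRC, with a median log2 fold change of 0.68, of which 4 passed, but the list as a whole had p = 0.181 with fry. Of the 10 epithelial miRNAs, 9 were lower in CRC, with a median of −0.55 (fry p = 0.0421, adjusted p = 0.105). With camera at the preset correlation the adjusted p was 0.551 for smooth muscle and stroma and 0.0427 for epithelium, and by library size epithelium had 0.0241 with fry and 0.0623 with camera. The 2 endothelial miRNAs, both arms of miR-126, were higher, with a median of 0.64 (fry adjusted p = 0.000316), but the list did not pass with camera (adjusted p = 0.180). By library size 1 of the 2 passed, and the list had an adjusted p of 0.0389 with fry. A difference between the neoplasms themselves stays open too and was not tested apart from these.

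Against normal tissue, 215 miRNAs changed in both CRC and advanced adenoma, 211 in the same direction and 4 in opposite directions. These 4 were named after their values were seen. hsa-miR-378a-3p was lower in CRC, with a log2 fold change of −0.62 (edgeR adjusted p = 0.0165), and higher in advanced adenoma, with 0.67 (edgeR adjusted p = 0.0142). It lay below the median of normal tissue in 27 of 35 CRCs and above it in 22 of 26 advanced adenomas. hsa-miR-378i had −0.69 in CRC (edgeR adjusted p = 0.00521) and 0.63 in advanced adenoma (edgeR adjusted p = 0.0162). hsa-miR-424-5p had 0.70 in CRC (edgeR adjusted p = 0.0349) and −0.84 in advanced adenoma (edgeR adjusted p = 0.0128), and hsa-miR-483-3p had 1.98 (edgeR adjusted p = 0.0141) and −3.39 (edgeR adjusted p = 0.000328). The difference between CRC and advanced adenoma was −1.29, −1.32, 1.53 and 5.37, with edgeR adjusted p = 1.18e-06, 2.32e-07, 7.78e-06 and 1.91e-07. The rise of hsa-miR-483-3p in CRC may rest on 1 CRC library. Without it the log2 fold change was 1.20 and the adjusted p 0.0968, while the median in CRC was 2.03 TMM-scaled CPM against 7.37 in normal tissue, and DESeq2 gave −1.62 (adjusted p = 0.000297). For hsa-miR-378i, 1 normal library is argued against, since the adjusted p in CRC was 0.0364 without the normal library with the highest value. Without that library hsa-miR-378a-3p no longer passed in CRC (−0.38, adjusted p = 0.117), and without the highest CRC library hsa-miR-424-5p did not (0.60, adjusted p = 0.0656). When scaled to trimmed reads, hsa-miR-378a-3p and hsa-miR-378i did not pass in advanced adenoma (adjusted p = 0.177 and 0.180). In CRC, hsa-miR-424-5p did not pass by library size (adjusted p = 0.0960), by upper quartile (0.0812), when scaled to trimmed reads (0.235) or without the filter (0.0508), and in advanced adenoma it did not by library size (0.0556) or without the shallow libraries (0.1004). hsa-miR-378a-3p did not pass in CRC by library size (0.0653), with only the groups compared in the fit (0.0842) or without the shallow libraries (0.0938). Whether these changes against normal tissue passed therefore depended on the processing. The signs of hsa-miR-378a-3p, hsa-miR-378i and hsa-miR-424-5p did not change under any alternative in which they were tested. That of hsa-miR-483-3p in CRC reversed with DESeq2. Reads can be divided among members of the miR-378 family, whose sequences are closely related. The difference between CRC and advanced adenoma passed for each of the 4 under every alternative in which it was tested, with a largest adjusted p of 0.000565, and without the single libraries, with a largest of 1.98e-05. For hsa-miR-483-3p, DESeq2 gave a difference of 1.84 in place of 5.37. What the differences come from was not tested.

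The 14 SSA libraries are not among the samples of the paper's Table S1. The paper's Table 1 counts sessile serrated adenomas of a minimum size as advanced adenomas, so the 26 advanced adenomas can include some. SSA differed from normal tissue in 208 of 421 miRNAs, 90 higher and 118 lower. Of 100 splits, 1, the real one, gave as many, and the largest other gave 18. Among miRNAs with a mean of at least 100 counts, the largest rise was that of hsa-miR-1246, with 2.94 (edgeR adjusted p = 3.35e-06), above the median of normal tissue in all 14. Within the same limit it was followed by hsa-miR-135b-5p with 2.70 (edgeR adjusted p = 3.32e-07) and hsa-miR-31-5p with 2.63 (edgeR adjusted p = 0.00366), each in all 14. The largest fall in that set was that of hsa-miR-493-5p with −2.66 (edgeR adjusted p = 3.79e-08), in all 14. Lower depth of the SSA libraries is argued against. With every library thinned to 115864 counts, 160 of the 208 calls were made again in the same direction, and all 208 kept their sign. Less smooth muscle and stroma than in normal tissue could account for part of the lower calls. The list had a median of −1.59, with all 7 lower and 7 passing under TMM, and −0.94 with 4 passing by library size. By library size 36.2% of the calls were lower, against 56.7% under TMM. A difference of the lesion stays open as well, and what share of the calls each explains was not tested.

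SSA differed from advanced adenoma in 93 of 421 miRNAs, 42 higher and 51 lower, and 1 of 100 splits, the real one, gave as many, with 3 as the largest other. The balance depended on the processing: 50 were higher and 27 lower by library size (35.1% lower against 54.8% under TMM), and 56 higher and 39 lower with only the groups compared in the fit. Again among miRNAs with a mean of at least 100 counts, hsa-miR-552 had the largest fall, −2.13 (edgeR adjusted p = 0.00388), and hsa-miR-335-3p followed with −1.68 (edgeR adjusted p = 7.03e-05), both below the median of advanced adenoma in all 14. hsa-miR-214-3p had the largest rise in that set, 1.61 (edgeR adjusted p = 6.58e-06), in all 14. Depth is argued against, since 63 of the 93 calls were made again in the same direction after thinning, and all 93 kept their sign. Blood left in the tissue is argued against: the red blood cell list had fry p = 0.458 with none of its 4 miRNAs passing, and hsa-miR-451a was at 0.795% of its level in blood in SSA. Smooth muscle and stroma miRNAs had a median of 0.65 in SSA against advanced adenoma, with all 7 higher, 1 passing. The list had an adjusted p of 0.167 with fry and 0.0280 with camera at the preset correlation, and by library size 0.0357 and 0.0155, so the amount of stroma stays open beside a difference between the lesions.

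The 25 libraries labelled normal blood are not reported in the paper. hsa-miR-451a had 411760 ± 66198 CPM (SD, n = 25) in them, which is 41.2% of their counts, against means of 6734 in normal tissue, 3788 in advanced adenoma, 3634 in CRC and 3273 in SSA. Tissue libraries under a blood label are argued against. The lowest blood library had 282620 CPM of hsa-miR-451a and the highest of the 95 tissue libraries 59993. The other red blood cell miRNAs were also abundant, with means of 53201 for hsa-miR-486-5p, 20725 for hsa-miR-144-3p and 6543 for hsa-miR-144-5p. hsa-miR-155-5p of the white blood cell list was lower in blood, at 76.8, than in normal tissue, at 1151, and so was hsa-miR-150-5p, at 857 against 3007. The labels give these libraries the same extraction method for fixed tissue as the others. Blood stays as the explanation that the label gives, and no other biological explanation was tested.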

How the results depend on the processing

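Every alternative was planned except the choice of the TMM reference library, the shallow libraries left out with that reference kept, and the removal of hsa-miR-143-3p with or without hsa-miR-21-5p from the read totals, which were added after the results were seen. For the counts of calls, the correlations and the read totals, 21 results were recomputed under 161 alternative values in all. Of these values, 134 kept their direction and side of the threshold, or for counts stayed within 1.5 times the reported count, 19 counts moved by more, 6 values became weaker and 1 stronger, and 1 reversed. Of the 21 results, 6 showed no such change. No paired analysis was possible because sample numbers are unique to each library. The alternative of a pseudocount of 0.1, planned for normalized values, was not run because the table holds raw counts.

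Without the filter, 1537 miRNAs were tested in place of 426. There were then 215 higher and 226 lower in CRC, 235 higher and 283 lower in advanced adenoma, 270 different between CRC and advanced adenoma, 324 different between SSA and normal tissue and 147 between SSA and advanced adenoma. With an average above 100, which left 221 miRNAs to test, there were 69 higher and 81 lower in CRC, 87 higher and 79 lower in advanced adenoma, 95 different between CRC and advanced adenoma and 117 between SSA and normal tissue, and by AUC 59 were upregulated and 56 downregulated in advanced adenoma. In both, the number of miRNAs tested changed by construction, which can account for part of the change. Calls among the same miRNAs also changed. Without the filter, 226 of the 269 calls in CRC and 274 of the 291 in advanced adenoma were made again.

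Scaled to trimmed reads, 78 miRNAs were higher in advanced adenoma by edgeR. Scaled to trimmed reads without loess, 36 were upregulated by AUC in advanced adenoma and 18 in both neoplasms. With the miRNA total alone, 63 were downregulated by AUC in advanced adenoma. The cause was not tested. The total miRNA reads of CRC and normal tissue differed by −0.131 on the log10 scale when medians were compared (p = 0.0103, permutation test), which is stronger than for means. CRC and advanced adenoma differed by 0.0995 without the most abundant miRNA (p = 0.186, permutation test), which is weaker. That difference was 0.155 in the analysis as reported, 0.238 without the shallow libraries (p = 3e-05) and 0.255 with medians (p = 0.00036). The cause was not tested.

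The reversal was that of the counts per 100 trimmed reads in CRC against normal tissue, 0.667 without hsa-miR-143-3p (p = 0.782, permutation test) against −10.5 with it. The total miRNA reads of advanced adenoma and normal tissue became weaker in the same way, with −0.139 (p = 0.106), and with −0.138 (p = 0.107) when hsa-miR-21-5p was removed too. Those of CRC and advanced adenoma were 0.135 (p = 0.0615) and 0.0652 (p = 0.374). The counts per 100 trimmed reads of CRC and advanced adenoma differed by 2.88 without both (p = 0.186). The share that these miRNAs take of the counts accounts for the change by construction.

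Leaving out the 4 libraries with under 1000000 trimmed reads gave 146 higher and 102 lower in CRC, so that 41.1% of the calls were lower against 55.4% with all libraries. TMM then took another reference library. With the reference and the miRNAs kept, 116 were higher and 143 lower. Among the 4 scalings of the edgeR fit and DESeq2, the number of calls of CRC against normal tissue ranged from 242 to 274, and of advanced adenoma against normal tissue from 281 to 300.

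For single named miRNAs, 88 results were recomputed under 712 alternative values, of which 695 were unchanged in direction and side of the threshold, 10 weaker, 5 stronger and 2 reversed. Both reversals were those of hsa-miR-21-5p in advanced adenoma, which had a log2 fold change of −0.30 when scaled to trimmed reads and an AUC of 0.435 when scaled to trimmed reads without loess. Of the 88 results, 77 showed no change under any alternative run. Depth limits the miRNAs with low counts: hsa-miR-3142, hsa-miR-3182 and hsa-miR-4791 did not reach the filter, and no direction is given for them. The SSA libraries are the shallowest, with a median of 816048 counts. With all libraries thinned to 115864 counts, 165 miRNAs differed between SSA and normal tissue and 65 between SSA and advanced adenoma.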

Differences from the paper's values

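The paper counts unique sequences, and the deposited table counts miRNAs, each the sum of its isomiRs, so the numbers of calls are in different units. The paper reports 631 sequences downregulated in CRC and 1250 in advanced adenoma, and 61 and 96 miRNAs were downregulated here. The paper reports 144 sequences upregulated in CRC, and 51 miRNAs were here. None of the alternatives set before the data were examined closed these gaps. A gap is said to close where one value is at most 1.5 times the other, or for a correlation where the values differ by no more than the larger error.

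On the scale of miRNAs, the paper's Table S5 names 33 miRNAs with an upregulated isomiR in CRC, and 51 miRNAs were upregulated here. The gap closed with the miRNA total without loess (46), TMM (45), scaling to trimmed reads without loess (38), no filter (39) and an average above 100 (35). It did not with scaling to trimmed reads and loess (50), edgeR's adjusted p (53), shallow libraries left out (54) or SSA added (51). The paper's Table S6 names 24 miRNAs in advanced adenoma, and 90 were upregulated here. Of the alternatives, scaling to trimmed reads without loess closed the gap, with 36, and the others did not. The paper's Table S7 names 15 miRNAs in both, and 42 were upregulated in both here. This gap also closed with scaling to trimmed reads without loess, with 18, and with no other alternative.

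The paper's Spearman r of miRNA reads with summed isomiR reads is 0.973, and it was 0.998 here, over the 23 miRNAs of Table S8. None of the alternatives set before the data were examined closed the gap.

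The paper's Table S2 gives AUCs of canonical forms in advanced adenoma, and the AUCs here are of the whole miRNA. For hsa-miR-7-5p the paper's value is 0.496, against 0.900 here, and none of the alternatives closed the gap, the nearest being 0.760 when scaled to trimmed reads without loess. For hsa-miR-17-5p the paper's value is 0.477, against 0.829 here. For hsa-miR-21-5p it is 0.315, against 0.631 here. Scaling to trimmed reads without loess closed both of these gaps, with 0.642 and 0.435, both still above the paper's values. The other alternatives did not. The counts also include isomiRs, and those of Table S2 have AUCs in advanced adenoma nearer to the values here. They are 0.733 for hsa-miR-7-5p 3′ addition U, 0.569 for hsa-miR-17-5p 3′ addition U and 0.512 for hsa-miR-21-5p 3′ addition C.

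The paper states that downregulation predominated in neoplasia. By its counts 81.4% of the 775 sequences called in CRC and 90.5% of the 1381 called in advanced adenoma are downregulated, and here 54.5% and 51.6% of the miRNAs called were. The nearest values were 67.8% and 79.5%, when scaled to trimmed reads without loess, and with loess after that scaling they were 55.0% and 50.8%.

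The paper lists isomiRs of hsa-miR-192-5p, hsa-miR-21-5p, hsa-miR-10a-5p, hsa-miR-106a-5p and hsa-miR-1246 as upregulated in CRC, and these miRNAs did not meet the AUC criteria in CRC here. hsa-miR-192-5p had an AUC of 0.777 (p = 0.0135, quasi-Poisson) and hsa-miR-106a-5p an AUC of 0.526 (p = 0.962, quasi-Poisson), and no alternative called them. hsa-miR-21-5p, with an AUC of 0.773, was called with the miRNA total without loess and with TMM. hsa-miR-10a-5p, with an AUC of 0.766, was called with the miRNA total without loess. hsa-miR-1246, with an AUC of 0.937, was called with scaling to trimmed reads without loess and with edgeR's adjusted p.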

Other observations

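The tests of scaling, depth and stroma for the balance of lower and higher calls, and those of other splits by the adjusted p, were set before their results were seen. The tests of the TMM reference library, of libraries thinned to one depth, of the correlation with stroma, of an equal loss of cell types, of the miRNA share, of identical sequences and of Table S2, and the splits for AUCs, were chosen after.

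Of 100 splits of the libraries of CRC and normal tissue, 1, the real one, gave 269 or more calls by edgeR, and the largest other gave 13. For advanced adenoma against normal tissue it was 1 of 100 for the 291 calls, and the largest other gave 63. By AUC, the real split alone, 1 of 100, gave as many upregulated (51 in CRC, 90 in advanced adenoma) and downregulated miRNAs (61 and 96). The largest others gave 0 and 5 upregulated, and 1 and 2 downregulated.

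The balance of lower and higher miRNAs in neoplasia may depend on how the libraries are scaled. Of the calls in advanced adenoma, 54.3% were lower under TMM and 72.5% when scaled to trimmed reads. The choice of the TMM reference library moved it as well, to as few as 42.1% lower in CRC, below an even balance. Lower depth of the neoplastic libraries was tested by leaving out the libraries with under 1000000 trimmed reads. The share of lower calls fell from 55.4% to 41.1% in CRC and from 54.3% to 45.3% in advanced adenoma, which is what depth as a cause called for in the test as first set. The TMM reference library had changed in that fit and no advanced adenoma was left out, so this test decides nothing by itself. With the same reference library and miRNAs the share was 55.2% in CRC. With every library thinned to 120080 counts and that reference kept, the share of lower calls in CRC had a median of 55.4% over 20 draws, from 51.4% to 57.5%, so unequal depth is argued against in CRC under that reference. In advanced adenoma the median was 51.9%, from 49.6% to 53.9%. The draws lie on both sides of an even balance, so unequal depth stays open there.

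Smooth muscle and stroma in the normal tissue may contribute to the lower miRNAs. All 7 miRNAs of the list were lower in both neoplasms, with a median log2 fold change of −1.86 in CRC and −2.73 in advanced adenoma. The list holds both arms of miR-143 and of miR-145, and hsa-miR-133a and hsa-miR-133b can share reads. Its members are therefore not independent observations. Within the 35 CRC libraries, the miRNAs lower in advanced adenoma correlated with the mean of the list with a median r of 0.419, and those higher with −0.258, a difference of 0.677 (0.443 to 0.920 in 1000 bootstrap draws of libraries). Within the 26 advanced adenomas, the corresponding difference for the calls in CRC was 0.394 (0.152 to 0.697). An equal loss of every cell type but the epithelium was tested in advanced adenoma. Under TMM, the highest log2 fold change of the smooth muscle and stroma list was −1.78, below the lowest of the white blood cell list, −1.60. The ranges overlapped by library size, where these values were −1.16 and −1.59, and when scaled to trimmed reads (−2.05 and −2.35). The medians were −2.73 and −0.71 under TMM, −2.02 and −0.57 by library size, and −2.93 and −1.17 when scaled to trimmed reads. As the separation of the ranges depended on the scaling, an equal loss stays open. Changes in the neoplastic cells stay open beside these, and what share of the lower calls each explains was not tested.

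For the marker lists against normal tissue, the 10 epithelial miRNAs were all higher, with medians of 1.00 in CRC, 1.59 in advanced adenoma and 1.12 in SSA, of which 8, 9 and 9 passed. The 2 endothelial miRNAs, which are both arms of miR-126, were lower, with −0.73, −1.38 and −0.94. Other lists also hold both arms or closely related members, so members that change together are not separate observations. The 5 white blood cell miRNAs were lower, with −0.76, −0.71 and −0.49, of which 3, 3 and 1 passed. Under TMM none of the 4 red blood cell miRNAs passed, with medians of −0.37, −0.01 and −0.32. When scaled to trimmed reads, 2 of them passed in CRC and 1 in advanced adenoma. By library size 1 passed in CRC. With camera at the preset correlation, the adjusted p in CRC, advanced adenoma and SSA was 0.000291, 4.22e-05 and 7.98e-06 for epithelium, 0.00340, 0.0108 and 0.0515 for smooth muscle and stroma, and 0.165, 0.0390 and 0.0648 for endothelium, and the blood lists did not pass. With the correlation estimated, no list passed. With fry, epithelium, smooth muscle and stroma, and endothelium passed in all 3, white blood cells in CRC and advanced adenoma (adjusted p = 0.00572 and 0.0105), and red blood cells in none. By library size, fry did not pass for smooth muscle and stroma in SSA (adjusted p = 0.0633) or white blood cells in advanced adenoma (0.214). Camera then passed for smooth muscle and stroma in SSA (0.0182) and did not for endothelium in advanced adenoma (0.0733). All members of the lists were expressed in the tissue and none is in another list. The paper's tables of upregulated isomiRs hold 8 of the 10 epithelial miRNAs and none of the others.

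The share of counts on miRNAs among trimmed reads was lower in neoplasia. hsa-miR-143-3p, the most abundant miRNA of normal tissue, may account for the difference in CRC and for part of that in advanced adenoma. Its mean fell from 17.8 ± 12.8 counts per 100 trimmed reads (SD) in normal tissue to 3.13 ± 1.93 in advanced adenoma and 6.65 ± 6.17 in CRC. Without it the difference from normal tissue was 0.667 counts per 100 trimmed reads in CRC (p = 0.782, permutation test, unadjusted) and −8.82 in advanced adenoma (p = 0.0222), against −10.5 and −23.5 with it. As the whole cause it is argued against in advanced adenoma alone. Without both hsa-miR-143-3p and hsa-miR-21-5p the difference was −6.93 in advanced adenoma (p = 0.00754) and −4.05 in CRC (p = 0.0239), so the pair as the whole cause is argued against in both. In CRC, hsa-miR-21-5p was higher than in normal tissue, at 14.7 ± 5.00 against 10.0 ± 7.50, so its removal brings part of the difference back. Removal of further miRNAs was not tested. Shallow libraries are argued against, since the difference in advanced adenoma was −24.8 without those under 1000000 trimmed reads (p = 1e-05, permutation test). A difference in RNA quality between archived tissues was not tested. A lower miRNA content of the neoplastic tissue stays open.

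For miRNAs with identical mature sequences, reads may be divided among the hairpins or counted in full for each. hsa-miR-199a-3p, with 2 hairpins, had a median of 2.00 times the counts of hsa-miR-199b-3p, with 1 hairpin, and between 2.00 and 2.02 times over the 120 libraries. hsa-miR-365a-3p and hsa-miR-365b-3p had equal counts in 119 of 120 libraries. Both ways of counting give these values, so they do not tell them apart. Counting in full is argued against by Table S8. It would give the miRNAs with more than 1 hairpin ratios to the summed isomiR reads near 8.60, which is 2 times the median of those with 1 hairpin. The highest of the 3 was 5.66, within the range of the miRNAs with 1 hairpin. Division of the reads stays open.

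In advanced adenoma, the AUCs of the 9 miRNAs of Table S2 were above the paper's AUCs of the canonical forms. The median difference shrank from 0.226 to 0.120 when scaled to trimmed reads without loess, with 8 of 9 above, so scaling may account for part of it. Whether it is the whole cause stays open. The paper chose these miRNAs because an isomiR had a higher AUC than the canonical form in these samples, which by itself favours a higher AUC of the whole miRNA. The sum of isomiRs under each name, which differs from the canonical form by design, stays open too.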
